# Optineurin Shapes Basal and LPS-Induced Transcriptomes in BV2 Microglia

**DOI:** 10.3390/ijms262110453

**Published:** 2025-10-28

**Authors:** Sara Cappelli, Josip Peradinovic, Nikolina Mohovic, Purba Mandal, Cristiana Stuani, Alessandra Longo, Jason R. Cannon, Priyanka Baloni, Benedetta Leoni, Tamara Krsmanovic, Katica Stojanov, Gordana Apic, Robert B. Russell, Maurizio Romano, Emanuele Buratti, Ivana Munitic

**Keywords:** optineurin, RNA-Seq, BV2 microglia, LPS, inflammation, neuroinflammation, CRISPR-Cas9, interferon signaling

## Abstract

The *OPTN* gene, which encodes the adaptor protein optineurin, is genetically linked to amyotrophic lateral sclerosis and frontotemporal dementia, diseases characterized by chronic microglial activation. Optineurin regulates inflammatory signaling, autophagy, and trafficking, but its role in microglia remains incompletely understood. Here, we used bulk RNA sequencing to profile CRISPR-Cas9-mediated optineurin knockout (KO) and wild-type BV2 microglia under basal conditions and upon LPS stimulation. At baseline, optineurin KO altered ~7% of the transcriptome, with a predominant downregulation of type I interferon and antiviral pathways, suggesting its role in maintaining basal immune readiness. LPS stimulation reprogrammed ~35% of genes in wild-type microglia, inducing immune effectors and suppressing cell cycle regulators, whereas in optineurin-deficient cells, the response was blunted with only ~16% of genes changing relative to the KO baseline. Furthermore, LPS-treated optineurin KO microglia notably diverged from LPS-treated wild-type cells, with ~26% differentially expressed genes (DEGs). This included impaired induction of inflammatory programs and persistence of cell cycle-associated transcripts. Most DEGs in LPS-treated KO cells were unique to this condition, highlighting optineurin-dependent pathways specific to inflammatory challenge. Overall, our study provides a systems-level framework for investigating optineurin in microglia and neurodegeneration, establishing it as a key regulator of the microglial transcriptome, with its loss reshaping innate immune and cell cycle programs.

## 1. Introduction

Microglia are the resident immune cells of the central nervous system (CNS), critical for neural homeostasis and responses to injury or infection [1,2,3]. Chronic microglial activation is a hallmark of most adult-onset neurodegenerative diseases, including amyotrophic lateral sclerosis (ALS) and frontotemporal dementia (FTD) [2,4,5,6]. ALS and FTD form a disease spectrum due to substantial genetic and clinical overlap [7,8,9,10]. Optineurin, a ubiquitin-binding adaptor protein encoded by the *OPTN* gene, is of interest in neurodegeneration research due to its diverse roles in inflammatory signaling, autophagy, and vesicular/organelle trafficking, and because mutations in *OPTN* are linked to ALS, FTD, and both primary open-angle and normal-tension glaucoma [11,12,13,14,15]. Notably, pathogenic *OPTN* variants segregating in familial ALS include a nonsense mutation resulting in complete loss of optineurin and two distinct C-terminal mutations in the ubiquitin-binding domain—a missense mutation (E478G) and a truncation (Q398X) [12]. These mutations support loss-of-function as the likely mode of pathogenicity in ALS and FTD.

The specific mechanisms of disease-associated *OPTN* variants have remained difficult to decipher. Although optineurin is ubiquitously expressed, its functional consequences appear cell type- and stimulus-specific [16,17]. Conditional knockout studies in mice have revealed that optineurin loss in microglia or oligodendrocytes induced axonal degeneration, whereas deletion in neurons or astrocytes had no overt effect [18]. Notably, a recent study reported that C-terminal truncation of optineurin (Optn^470T^), when restricted to glutamatergic neurons, led to both normal-tension glaucoma and ALS-like symptoms in young adult mice [19]. By contrast, we have shown that whole-body Optn^470T^ mice did not develop overt neurodegeneration even at two years of age [20]. Similarly, several independently generated Optn^−/−^ mice showed no striking neurological phenotypes or shortened lifespan [18,21,22,23,24]. These divergent outcomes between whole-body and conditional models raise the possibility that optineurin in microglia has a protective role, potentially mitigating neuron-intrinsic defects driven by optineurin truncation. Understanding the transcriptional programs governed by optineurin in microglia is therefore important for understanding its role in CNS homeostasis and the pathogenesis of neurodegeneration.

Lipopolysaccharide (LPS) is widely used to model (neuro)inflammation in vivo and in vitro through Toll-like receptor 4 (TLR4) activation, which induces various innate immune responses, including pro-inflammatory cytokine and type I interferon (IFN) production [25,26,27,28]. The innate immune responses in the CNS, primarily orchestrated by microglia, have been implicated in the pathogenesis of neurodegenerative diseases, as pro-inflammatory mediators contribute to neuronal dysfunction and death [29,30]. On the other hand, microglia also exert numerous neuroprotective functions, highlighting their complex role in balancing tissue homeostasis and disease progression [5,31,32,33].

The role of optineurin in regulating microglial function remains unresolved due to conflicting phenotypes across Optn mouse models and reliance on in vitro studies largely restricted to selected functional readouts and targeted marker panels [18,19,20,21,22,23,24,34]. To address this gap, we systematically profiled optineurin-dependent transcriptional programs at baseline and during innate immune activation by combining CRISPR–Cas9-mediated optineurin deletion (Clustered Regularly Interspaced Short Palindromic Repeats: CRISPR-associated Protein 9) with LPS stimulation in BV2 microglial cells and performing bulk RNA sequencing (RNA-Seq) on four conditions: untreated wild-type (CTRL), optineurin knockout (KO), LPS-treated wild-type (LPS), and LPS-treated optineurin knockout (KO_LPS) cells. This work builds directly on prior studies showing optineurin as an important regulator of innate immune signaling in primary murine macrophages [21,35,36,37]. Extending these findings to microglia, we previously showed that optineurin is required for optimal TBK1/IRF3 activation and type I interferon responses following TLR stimulation in primary murine microglia [34]. We also demonstrated that optineurin KO in BV2 microglia phenocopies optineurin insufficiency in primary microglia from Optn^470T^ mice, with both models exhibiting TDP-43 accumulation and blunted responses to LPS stimulation [38]. This concordance supports the relevance of BV2 KO cells as a surrogate model for microglial optineurin loss-of-function in vivo. The present study employs systems-level transcriptomic profiling to characterize how optineurin deficiency in BV2 microglia shapes microglial responses under basal and inflammatory conditions. In the most informative contrast (KO_LPS vs. LPS), optineurin loss suppressed the induction of interferon/antiviral pathways, consistent with prior findings in inflammatory signaling in primary microglia [34], and additionally revealed retention of cell cycle programs, extending results from targeted assays to a much broader set of genes and pathways (4059 differentially expressed genes (DEGs) with concordant pathway enrichment). Such a framework offers insights into the role of optineurin in (neuro)inflammatory processes and generates hypotheses for future targeted validation.

## 2. Results

### 2.1. Optineurin Loss and LPS Drove Distinct Transcriptional Programs in BV2 Microglia

To assess the impact of optineurin deletion on the BV2 microglia transcriptome at rest (baseline) and upon inflammatory challenge, we generated CRISPR/Cas9 optineurin KO BV2 cells. We previously showed that this approach led to a >90% decrease in optineurin protein levels in bulk cultures [38]. KO and the corresponding CTRL cells were either left untreated or were exposed to 2 µg/mL of LPS for 24 h (Figure 1A). Triplicate RNA-Seq libraries were prepared for each of the four conditions (CTRL, KO, LPS, KO_LPS). 

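The 12 libraries came from BV2 cells, a mouse microglial line, in 4 conditions with 3 replicates each from independent experiments. KO cells were edited as a bulk culture with Cas9 and kept in 2 µg/mL of puromycin, which CTRL cells were not, so the selection went with the genotype. The authors mapped the reads to GRCm38.p6 with Hisat2, counted them per gene with featureCounts and deposited FPKM for 55140 genes. Counts per gene by the authors were not used here, and the paper's text does not state how the FPKM were computed. Multiplied by gene length, the FPKM of each library stepped in whole fragments, with 100% of values within 0.001 fragments of a whole number, and this gave the fragments counted on genes. These ranged from 32131294 to 44815583 per library, with middle values of 37451771 in CTRL, 36480046 in LPS, 44623027 in KO and 36698876 in KO_LPS. Scaling factors by the median of ratios lay within 0.259% of 1, so the deposited FPKM had already been scaled between libraries. Log2 fold changes are differences of means of log2(FPKM + 0.1), which shrinks the change of genes with low values. The 17550 genes with at least 0.1 FPKM in at least 3 libraries were tested with limma, with a mean-variance trend and 1 fit of all 12 libraries. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. Tests on values of 1 gene or on distances were exact permutation tests, two-sided, whose smallest p for 3 libraries against 3 is 0.10. A fold against a group with no fragments was computed against a floor of 3 fragments over the group and is a lower bound. For groups with 1 to 3 fragments, a ratio is given with a 95% interval. Floors and intervals cover counting error only, since the fragments carry no molecular identifiers and are not independent molecules.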

Principal component analysis (PCA) neatly separated samples along two orthogonal axes. 

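On centred log2(FPKM + 0.1) of the tested genes, the mean PC1 coordinate was −45.0 ± 2.64 in CTRL (SD, n = 3), −58.8 ± 1.57 in KO, 26.5 ± 11.1 in KO_LPS and 77.3 ± 2.80 in LPS. The mean PC2 coordinate was 33.0 ± 6.72 in CTRL (SD, n = 3), 27.7 ± 11.9 in LPS, −10.7 ± 5.04 in KO and −50.1 ± 6.34 in KO_LPS. PC1 ranges of the conditions did not overlap, with KO_LPS libraries from 13.7 to 33.2 and LPS libraries from 74.1 to 79.3. PC2 ranges overlapped only between CTRL (25.8 to 39.2) and LPS (14.0 to 35.6).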

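PC1 held 40.0% and PC2 15.2% of the variance over the 17550 tested genes, and 53.0% and 13.0% over the 500 most variable genes. The pseudocount moved the PC1 share most, from 28.9% with 0.01 to 56.1% with 1. Euclidean distances between libraries of the same condition were 83.7 to 88.4 in CTRL, 84.5 to 89.0 in KO, 97.8 to 108 in LPS and 95.2 to 110.3 in KO_LPS. The nearest library of another condition was 97.5 away for CTRL and KO, and 118.3 away for LPS and KO_LPS, farther than any replicate of the same condition. The median SD of a gene across replicates, on the log2 scale, was 0.17 in CTRL and KO and 0.24 in LPS and KO_LPS.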

PC1 (59.8% of the variance) segregated LPS-treated from untreated BV2 cells, and PC2 (18.48%) segregated KO from WT cells, with replicates within each group clustering tightly and underscoring technical reproducibility (Figure 1B). 

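Distances between the condition means over all tested genes were 142.6 for LPS and KO, 128.1 for CTRL and LPS, 110.6 for CTRL and KO_LPS, 103.9 for KO and KO_LPS, 97.4 for LPS and KO_LPS, and 71.3 for CTRL and KO. Averaged over the other 3 conditions, LPS was 122.7 away, KO 105.9, KO_LPS 103.9 and CTRL 103.3. In the plane of PC1 and PC2 alone, these averages were 118.9 for LPS, 98.8 for KO_LPS, 93.7 for KO and 92.6 for CTRL. These averages describe the 12 libraries, and their order was not tested.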

Notably, KO_LPS cells fell farthest from the other groups, indicating that the transcriptional impact of optineurin loss increased under inflammatory conditions. Combined, PC1 + PC2 explained ≈78% of total variance, confirming that LPS stimulation and optineurin status were the principal drivers of transcriptomic diversity. 

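PC1 and PC2 together held 55.2% of the variance over all tested genes and 66.0% over the 500 most variable genes. The next 3 components held 7.70%, 6.58% and 5.48% over all tested genes.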

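Optn (ENSMUSG00000026672) lies on the reverse strand of chromosome 2 of GRCm38, from 5020642 to 5064051. Its FPKM in replicates 1, 2 and 3 was 8.67, 7.65 and 6.47 in CTRL, 6.75, 4.33 and 5.54 in KO, 13.5, 9.97 and 11.6 in LPS, and 10.9, 5.93 and 7.58 in KO_LPS. These values rested on 755 to 1681 fragments per library. KO replicate 1 lay above CTRL replicate 3, so the Optn mRNA level alone does not tell every KO library from every CTRL library. The deposited values cover the whole gene, whereas the edit targets the third exon, so they do not show how many transcripts carried the edit.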

To test optineurin mRNA depletion, we examined its transcript levels (Supplementary Figure S1A). Optineurin mRNA levels in KO BV2 were reduced only by ~30%, contrasting >90% protein loss [38], potentially reflecting residual and/or altered transcripts or autoregulation. 

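Optn averaged 5.54 ± 1.21 FPKM in KO and 7.60 ± 1.1 FPKM in CTRL (SD, n = 3), and the mean in KO was lower, with a change of −27.1%. The log2 fold change in KO vs. CTRL was −0.46 (standard error 0.22, adjusted p = 0.31 from limma), and the exact permutation p on FPKM was 0.20. Leaving out each library in turn gave log2 fold changes of −0.61 to −0.30, and none of these fits had an adjusted p under 0.05.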

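Optn averaged 11.7 ± 1.77 FPKM in LPS and 8.14 ± 2.55 FPKM in KO_LPS (SD, n = 3), which was 54.0% above CTRL and 47.0% above KO, respectively. In LPS vs. CTRL the log2 fold change was 0.62 (standard error 0.22, adjusted p = 0.046 from limma), and all 3 LPS libraries lay above all 3 CTRL libraries (exact permutation p = 0.10, the smallest possible). The adjusted p was 0.052 without CTRL replicate 1, 0.089 without CTRL replicate 2, 0.15 without CTRL replicate 3, 0.15 without LPS replicate 1, 0.084 without LPS replicate 3, 0.060 without KO replicate 3 and 0.055 without KO_LPS replicate 3. Over all alternatives it ranged from 0.0047 to 0.15. In KO_LPS vs. KO the log2 fold change was 0.53 (standard error 0.22, adjusted p = 0.14 from limma), with an exact permutation p of 0.20. Without KO_LPS replicate 2 its adjusted p was 0.047, within a range of 0.022 to 0.43 over all alternatives. The difference between these responses in KO and WT cells was −0.09 (standard error 0.31, adjusted p = 0.90 from the interaction term of limma).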

Optineurin mRNA increased by ~45% in LPS-treated WT cells and rose modestly in KO_LPS, consistent with its NF-κB inducibility [39]. Nonetheless, despite an incomplete depletion at the transcript level, optineurin KO exerted strong biological effects—as evidenced by distinct PCA separation, particularly under inflammatory conditions.

Differential expression analysis supported the PCA segregation data. The number of DEGs varied across conditions (Figure 1C). 

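In KO vs. CTRL, 116 genes (0.661% of the 17550 tested) were up and 427 (2.43%) were down, with absolute log2 fold changes of median 0.94 and 1.2, respectively. At an unadjusted p under 0.05, without a fold change threshold, 1326 genes were up and 1761 down. Of the DEGs, 94 up and 312 down had a mean FPKM of at least 1 over all libraries. Among alternatives that kept all libraries, the number up moved most with no fold change threshold (182), and the number down with limma voom on the recovered fragments (551). Single libraries moved the number down further. Without CTRL replicate 1 there were 68 up and 232 down, without KO replicate 2 there were 74 and 249, and without KO replicate 3 there were 72 and 246. Without CTRL replicate 2 there were 239 DEGs down.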

Among 15,450 quantified genes, the optineurin KO versus CTRL comparison identified 1065 significant DEGs—240 upregulated (1.6%) and 825 downregulated (5.3%)—demonstrating a notable but moderate role for optineurin in the basal state. In response to LPS, wild-type BV2 cells showed the strongest transcriptional shift (LPS vs. CTRL), with 5387 DEGs: 2726 up- and 2661 downregulated (17.6% and 17.2%, respectively; ~35% total). By contrast, KO_LPS versus (vs.) KO yielded 2518 total DEGs—1468 upregulated (9.5%) and 1050 downregulated (6.8%)—together representing ~16% of the transcriptome, indicating that optineurin KO cells underwent a substantially blunted transcriptional response to LPS. 

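In LPS vs. CTRL, 2688 genes (15.3% of those tested) were up and 2595 (14.8%) were down. The median absolute log2 fold change was 1.13 among the genes up and 0.91 among the genes down. A pseudocount of 1 gave the lowest counts, 2209 up and 1977 down, and no fold change threshold gave the highest, 3332 up and 3458 down.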

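In KO_LPS vs. KO, 1292 genes (7.36% of those tested) were up and 916 (5.22%) were down, with median absolute log2 fold changes of 1.19 and 0.89. Over all alternatives the number up ranged from 1020, without KO replicate 2, to 1538, and the number down from 665 to 1306. A larger number of DEGs in 1 comparison than in the other does not test whether the responses differ. The test of that difference, the interaction term (KO_LPS vs. KO less LPS vs. CTRL), called 741 genes, 4.22% of those tested.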

Notably, KO_LPS vs. KO showed more upregulated genes, indicating a loss of the usual LPS-driven repression seen in wild-type cells. 

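Of the DEGs in KO_LPS vs. KO, 58.5% were up and 41.5% were down, against 50.9% and 49.1% in LPS vs. CTRL. Of the 366 genes whose LPS response was higher in KO than in WT cells by the interaction term, 305 (83.3%) were down in LPS vs. CTRL, 13 were up and 48 were not DEGs there. Of the 375 genes whose response was lower in KO cells, 309 (82.4%) were up in LPS vs. CTRL. The interaction and LPS vs. CTRL share the LPS and CTRL libraries, and in 20 simulations of unchanged groups these shares averaged 81.9% and 82.9%, so they say nothing about the genotype.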

Finally, KO_LPS versus LPS revealed 4059 DEGs (~26%)—1921 upregulated (12.4%) and 2138 downregulated (13.8%)—further underscoring the influence of optineurin on the inflammatory transcriptome. These global analyses indicated that while optineurin loss had a small but discernible effect at baseline, its impact was amplified during an inflammatory challenge, affecting both the number and distribution of DEGs.

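In KO_LPS vs. LPS, 1811 genes (10.3% of those tested) were up and 1984 (11.3%) were down. Of these, 1589 up and 1570 down had a mean FPKM of at least 1. After quantile normalization there were 2018 DEGs up and 1771 DEGs down, more up than down. A fit of the KO_LPS and LPS libraries alone gave 1223 up and 1375 down, the lowest counts of all alternatives. The highest were 2556 up and 2592 down.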

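The interaction term, which tests whether the effect of the genotype differed between LPS-treated and untreated cells, was positive for 366 genes and negative for 375. At an unadjusted p under 0.05 it was positive for 1969 genes and negative for 1823. The numbers of interaction genes positive and interaction genes negative rested on single libraries. They were 76 positive and 118 negative without CTRL replicate 1, 63 and 108 without CTRL replicate 3, 106 and 155 without LPS replicate 1, and 109 and 125 without LPS replicate 2. They were 972 and 761 without LPS replicate 3, 85 and 119 without KO replicate 1, 63 and 113 without KO replicate 2, and 196 and 223 without KO replicate 3. Without KO_LPS replicate 2 they were 78 and 119, without CTRL replicate 2 they were 233 and 263, and without KO_LPS replicate 1 they were 507 and 566. Among genes with a symbol of the kind the article labels and a mean FPKM of at least 1, the 5 largest positive interactions were 3.10 for Csf3, 2.68 for Peg10, 2.50 for C5ar1, 2.22 for Rtp4 and 2.20 for Rab11fip4os1, and the 5 largest negative ones were −4.77 for Snora34, −3.65 for Ccl8, −3.52 for Snord55, −3.46 for Slfn1 and −2.97 for Ccl12. Of these 10, only Peg10 (ENSMUSG00000092035; standard error 0.47, adjusted p = 0.017 from limma, in a range over all alternatives of 0.0079 to 0.048) was past the threshold in every alternative, with 6.74 ± 3.02 FPKM in KO_LPS and 0.747 ± 0.264 FPKM in LPS (SD, n = 3). With 1 library left out, Snord55 was not past it in 11 of 12 fits, Snora34 and Slfn1 in 9 each, Rab11fip4os1 in 7, Ccl8 in 6, C5ar1 in 5 and Ccl12 in 3. Csf3 and Rtp4 were past it in all 12, but Csf3 not under voom or with a pseudocount of 0.01, and Rtp4 not with a pseudocount of 1 (0.06). Csf3 had no fragments in the CTRL libraries and 2 in the KO libraries, and Ccl8 had none in either. Slfn1 had 2 in the CTRL libraries and none in the KO libraries. The interactions of Csf3, Ccl8 and Slfn1, and their ranks, therefore depend on the pseudocount. The values of the 5 negative genes, which belong to families of similar genes, and of Rab11fip4os1, an antisense gene, are uncertain, since the counting could have split or mixed their fragments. Snora34 and Snord55 are also shorter than a read, so fragments of overlapping transcripts could be among theirs.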

Venn analysis revealed broad transcriptional divergence across comparisons (Figure 1D–E and Supplementary Figure S1B). Among upregulated genes, 1471 (54%) were uniquely induced in LPS-treated WT cells, while 1674 (87%) were unique to KO_LPS vs. LPS; similarly, 1793 (67%) downregulated genes were unique to LPS vs. CTRL and 1437 (67%) to KO_LPS vs. LPS, underscoring distinct optineurin-dependent responses to LPS. In contrast, only 45 (19%) and 220 (15%) upregulated genes were unique to KO vs. CTRL and KO_LPS vs. KO, respectively, and just 193 (23%) and 188 (17%) downregulated genes, showing that these contrasts were largely composed of shared signatures. 

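Unique to LPS vs. CTRL were 1624 of the genes up (60.4%) and 1889 of the genes down (72.8%). Unique to KO_LPS vs. LPS were 1602 of the genes up (88.5%) and 1550 of the genes down (78.1%). The LPS libraries enter both comparisons with opposite signs. Of the 1602 genes uniquely up in KO_LPS vs. LPS, 1137 (71.0%) were down in LPS vs. CTRL, and of the 1550 uniquely down, 1065 (68.7%) were up there. Counted over all genes up and all genes down in KO_LPS vs. LPS, these shares were 64.1% and 59.5%. In simulations of unchanged groups measured against shared libraries, they averaged 44.2% and 44.4%, with a highest value of 45.7%.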

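Unique to KO vs. CTRL were 17 genes up (14.7%) and 75 down (17.6%), and unique to KO_LPS vs. KO were 163 up (12.6%) and 173 down (18.9%). The KO vs. CTRL counts moved with the processing, from 7 to 60 up and from 28 to 125 down over all alternatives, with the highest from fits of only the groups compared. Up genes unique to KO vs. CTRL numbered 7 without CTRL replicate 1, 8 without CTRL replicate 2, 11 without KO replicate 2 or KO replicate 3, and 31 without KO_LPS replicate 3. Down genes unique to it numbered 29 without CTRL replicate 1, 28 without CTRL replicate 2, 35 without CTRL replicate 3, 30 without KO replicate 2 and 28 without KO replicate 3.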

A shared set of 110 upregulated genes (46% of KO vs. CTRL; 6% of KO_LPS vs. LPS) and 415 downregulated genes (50% of KO vs. CTRL; 19% of KO_LPS vs. LPS) overlapped between KO vs. CTRL and KO_LPS vs. LPS, highlighting some core optineurin-dependent programs that persisted under stimulation. Together, these patterns confirmed that optineurin modulated both basal and LPS-inducible transcriptional programs, with much stronger effects under stimulation.

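KO vs. CTRL and KO_LPS vs. LPS shared 80 genes up and 296 down, where independent lists of these sizes would share 12.0 and 48.3 (odds ratios 20.2 and 20.7 by Fisher's exact test). These comparisons have no library in common. Shared by these comparisons and by neither other comparison were 58 genes up (50.0% of KO vs. CTRL and 3.20% of KO_LPS vs. LPS) and 238 down (55.7% and 12.0%). The number up fell to 33 without CTRL replicate 1, 35 without KO replicate 2 and 31 without KO replicate 3. The number down fell to 134 without CTRL replicate 1, 142 without CTRL replicate 2, 149 without KO replicate 2 and 147 without KO replicate 3. Genes are not independent replicates, so the odds ratios describe the lists.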

To visualize the global structure of transcriptional variation across all conditions, we generated an unsupervised heatmap of the 7079 significant DEGs identified in pairwise comparisons (Figure 1F). Hierarchical clustering grouped samples into four well-separated branches: CTRL and KO formed proximal but distinct clusters, while LPS and KO_LPS samples branched further apart, with LPS exhibiting the greatest gene expression divergence from CTRL. This global pattern corroborated the PCA structure (Figure 1B), further confirming that the combination of optineurin loss and LPS stimulation induced a broad transcriptomic change. Moreover, the transcriptional distance from untreated CTRL samples was minimal for KO, pronounced for LPS, and reduced in KO_LPS samples relative to LPS. This suggested that optineurin loss attenuated the transcriptional response to LPS.

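Over the 6957 genes that were DEGs in at least 1 of the 4 comparisons, cutting the tree of the 12 libraries at 4 branches gave the 4 conditions with all 3 replicates each. At 2 branches, LPS stood apart from all other libraries, and at 3 branches KO_LPS separated from CTRL and KO. Mean distances between libraries over these genes, z-scored per gene, were 75.9 for CTRL and KO, 117.9 for CTRL and KO_LPS, and 151.4 for CTRL and LPS. They were 163.1 for LPS and KO, 129.7 for LPS and KO_LPS, and 104.8 for KO and KO_LPS.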

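The distance of single libraries from the mean of the CTRL libraries, over all tested genes, was 87.1 ± 1.68 in KO (SD, n = 3), 125.0 ± 7.20 in KO_LPS and 141.6 ± 2.29 in LPS. Every KO_LPS library was nearer to CTRL than every LPS library (exact permutation p = 0.10, the smallest possible for 3 against 3). The order of the 3 conditions was the same under every alternative, which included pseudocounts of 0.01 and 1, voom and leaving out each library.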

### 2.2. Optineurin Loss Reshaped the Basal BV2 Transcriptome

The finding that only ~7% of the quantified transcriptome was changed in optineurin KO versus CTRL BV2 cells, along with a marked skew toward downregulation, indicated that optineurin loss produced a targeted, rather than global, dysregulation in resting cells (Figure 2A and Figure 1C). 

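DEGs of KO vs. CTRL made up 3.09% of the tested genes, and 78.6% of them were down. They were not spread evenly over the genome. Of the genes up, 24 of 116 lay on chromosome 16 (odds ratio 8.69, adjusted p = 2.8e-12 by Fisher's exact test), and 26 of the 427 genes down lay there too (odds ratio 2.13, adjusted p = 0.011). The share of genes down on chromosome 16 was not past the threshold without CTRL replicate 1 (adjusted p = 0.18), CTRL replicate 2 (0.32), KO replicate 2 (0.059), KO replicate 3 (0.17) or KO_LPS replicate 1 (0.064), within a range of 0.00031 to 0.64 over all alternatives. Chromosome 8 held 55 of the 427 genes down (odds ratio 2.66, adjusted p = 6.6e-08). In windows of 25 neighboring genes, 4 long stretches were shifted in KO cells. On chromosome 8 of GRCm38, the 155 genes from 47823959 to 72183904 had a median log2 fold change of −0.40, and the 292 genes from 82763607 to 111300222 had −0.30. On chromosome 16, the 77 genes from 48924232 to 87368742 had a median of 0.44 and the 64 genes from 90826719 to 96082526 had −0.41. In KO_LPS vs. LPS, whose libraries are others, the medians of the same stretches were −0.54, −0.33, 0.62 and −0.45. The stretches held 23 of the 116 genes up (19.8%) and 62 of the 427 genes down (14.5%), against 3.35% of the tested genes. The limit that kept these 4 stretches, runs longer than any in shuffled gene orders, was set after the runs had been seen.

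**Figure D1:**
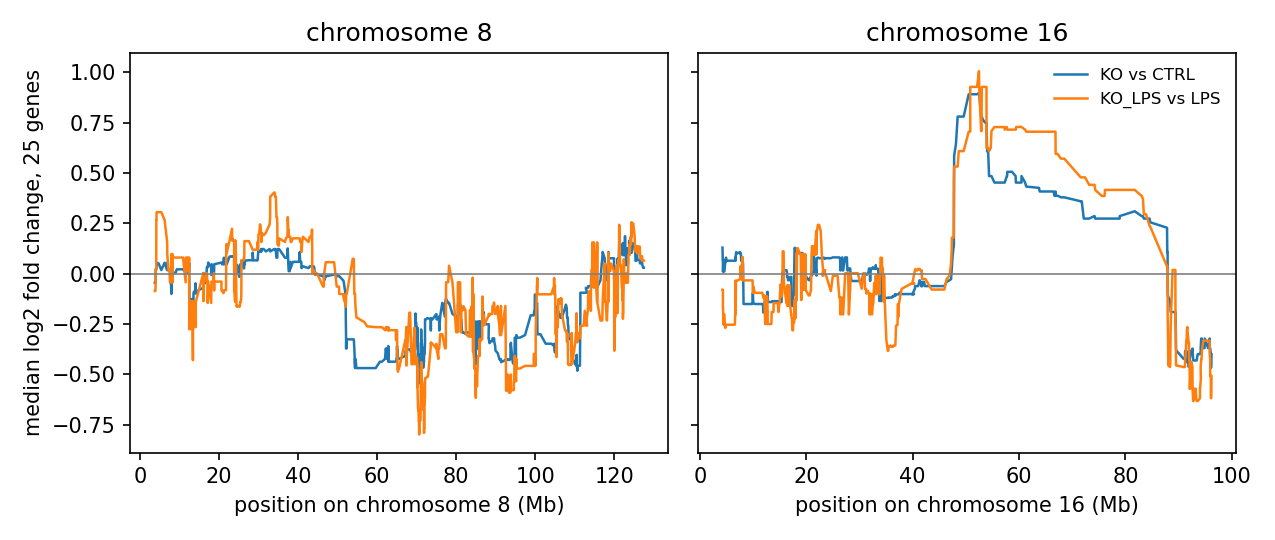
Median log2 fold change of log2(FPKM + 0.1) in windows of 25 neighboring tested genes (vertical axis) against position in Mb (horizontal axis) on chromosomes 8 and 16, for KO vs. CTRL and KO_LPS vs. LPS. Both comparisons are shifted over the same stretches, with stretch medians in KO vs. CTRL of −0.40 and −0.30 on chromosome 8 and 0.44 and −0.41 on chromosome 16.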

To explore this selective transcriptomic shift, we first visualized the top down- and upregulated genes in KO versus CTRL BV2. Top downregulated DEGs had limited inter-sample variation, indicating a coordinated repression program (Figure 2B). 

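The 50 top-ranked genes down in KO vs. CTRL, by the article's score of −log10 adjusted p times log2 fold change among gene symbols of the kind it labels, had a median log2 fold change of −2.86. Their median SD across replicates was 0.19 in KO and 0.22 in CTRL on the log2 scale.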

Notably, in the top downregulated set, KO and KO_LPS clustered more closely with each other than with CTRL, suggesting a dominant effect of optineurin loss. 

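Over the 50 top-ranked genes down, z-scored per gene, KO libraries were on average 7.53 from KO_LPS libraries and 12.5 from CTRL libraries. These genes were chosen for a difference between KO and CTRL, which by itself places KO far from CTRL.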

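The 50 top-ranked genes up in KO vs. CTRL, by the article's score, had a median log2 fold change of 1.22. Their median SD across replicates was 0.12 in KO and 0.20 in CTRL. The largest increases on the log2(FPKM + 0.1) scale were those of Speer9-ps1, Zfp979, Grap, Eif2c5 and Cxcl16. They were taken among genes with a symbol of the kind the article labels and a mean FPKM of at least 1. Zfp979 (ENSMUSG00000066000, chromosome 4, 147611937 to 147642513) averaged 2.65 ± 0.182 FPKM in KO and 0.214 ± 0.0434 FPKM in CTRL (SD, n = 3), a log2 fold change of 3.14 (standard error 0.24, adjusted p = 3.1e-05 from limma). Grap rose by 2.76 and the long noncoding Eif2c5 by 2.04 on the log2 scale, with adjusted p of 0.00073 and 0.0010 from limma. Speer9-ps1 rose by 3.49, and the counting could have split its fragments with near-identical Speer genes. Cxcl16 rose by 1.97 (adjusted p = 0.023 from limma). Its adjusted p was 0.095 without CTRL replicate 1, 0.068 without CTRL replicate 2, 0.082 without KO replicate 1 and 0.098 without KO replicate 2, within a range of 0.015 to 0.11 over all alternatives.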

The top upregulated DEG subset exhibited more heterogeneous expression and modest fold changes compared to CTRL, with greater variability among KO replicates (Figure 2C). Nevertheless, KO and KO_LPS samples still clustered more closely together than KO and CTRL. This imbalance between strong repression and moderate induction underscored the asymmetry of the basal optineurin signature. 

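Over the 50 top-ranked genes up, z-scored per gene, KO libraries were on average 6.50 from KO_LPS libraries and 11.8 from CTRL libraries.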

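Over log2 fold changes of 2, 18 genes were up and 92 were down in KO vs. CTRL, and over 5, 1 gene was up and 3 were down. The extremes among all DEGs were 6.43 and −6.44. Syce2 (ENSMUSG00000003824, chromosome 8, 84872111 to 84888221) averaged 0.0929 ± 0.0725 FPKM in KO and 15.8 ± 0.907 FPKM in CTRL (SD, n = 3), a log2 fold change of −6.44 (standard error 0.34, adjusted p = 9.7e-07 from limma), and it lies inside the second stretch of chromosome 8 that was lower in KO cells. Cnn3 (ENSMUSG00000053931, chromosome 3, 121426497 to 121458207) averaged 0.105 ± 0.0655 in KO and 15.3 ± 1.5 in CTRL (SD, n = 3), with a log2 fold change of −6.27 (standard error 0.24, adjusted p = 8.4e-08 from limma).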

The volcano plot (Figure 2D) reinforced this asymmetry, with sharply downregulated genes extending below log_2_FC −10 and upregulated genes showing more modest fold changes, highlighting the skewed and selective impact of optineurin loss.

To compare the transcriptional makeup of KO to CTRL BV2 in more depth, we performed gene set enrichment analysis (GSEA). We observed a downregulation of interferon-, virus-, and immune-related pathways in KO cells (Figure 2E), which aligned with previous reports that have established optineurin as a positive regulator of the IRF3 pathway and type I interferon responses [34]. However, in contrast to prior reports describing effects after stimulation, our results suggested that optineurin also contributed to basal immune preparedness. In contrast, positive enrichment scores were dominated by biosynthetic pathways, including “rRNA processing” and “ribosome biogenesis”. 

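A list of 75 interferon-stimulated genes, of which 72 were tested, had a mean log2 fold change of −1.09 in KO vs. CTRL (adjusted p = 1.1e-37 by camera with a preset correlation of 0.01, over 35 tests of 7 lists in 5 comparisons). Of these, 71 were lower in KO, 37 were DEGs, all down, and 42 were down when adjusted over the list alone. The list's mean log2(FPKM + 0.1) was 1.11, 1.16 and 1.11 in the CTRL libraries and 0.084, 0.025 and 0.0074 in the KO libraries. The Reactome list of interferon signaling had a mean of −0.45 (adjusted p = 5.4e-10), and that of the innate immune system −0.06 (adjusted p = 0.94, with the test's own direction up). The preset correlation makes camera lenient here, since as many of the 7 lists passed in 8 of the 10 splits of the CTRL and KO libraries, the real one included. Under fry, calls were lost for ribosome biogenesis in every comparison but KO_LPS vs. LPS, for the interferon-stimulated genes in the interaction, for glycolysis and S phase in KO vs. CTRL, for G2/M phase in KO_LPS vs. KO and for S phase in the interaction. With the correlation estimated from the data, only NF-κB targets in both LPS comparisons and interferon-stimulated genes in KO_LPS vs. KO kept an adjusted p under 0.05. No list mean with an adjusted p under 0.05 changed sign between FPKM as deposited, rescaled FPKM and quantile normalization. The interferon receptor genes Ifnar1 and Ifnar2, chosen after their values were seen, lie in the lowered stretch of chromosome 16, with log2 fold changes of −0.47 and −0.80.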

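The ribosome biogenesis list (110 of 111 genes tested) had a mean log2 fold change of 0.22 in KO vs. CTRL (adjusted p = 5.3e-14 by camera, 0.073 by fry). Of these genes, 97 were higher in KO, 1 was a DEG (up), and 8 were up when adjusted over the list alone. The S phase list had a mean of 0.21 (adjusted p = 0.00085 by camera, 0.41 by fry). It was 0.10 without CTRL replicate 2 (adjusted p = 0.13) and 0.08 without KO replicate 3 (adjusted p = 0.23), and its adjusted p ranged from 1.8e-07 to 0.72 over all alternatives.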

Targeted GO Biological Process ontology overrepresentation analysis corroborated the GSEA findings. Downregulated terms (Figure 2F) included “response to virus”, “interferon-mediated signaling pathway”, and “cytokine-mediated signaling pathway”, whereas upregulated terms included “pattern specification process”, “ribosome assembly”, and several amino acid transport and metabolic pathways (Figure 2G). KEGG pathways analysis uncovered numerous repressed antiviral pathways in KO, including “herpesvirus infection” and “cytokine–cytokine receptor interaction” (Supplemental Figure S2A), whereas GO enrichment for upregulated genes was limited, reflecting small gene sets with modest changes (Supplemental Figure S2B). 

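Il2rg (ENSMUSG00000031304, chromosome X, 101264378 to 101268255) averaged 0.0972 ± 0.0494 FPKM in KO and 4.56 ± 0.706 FPKM in CTRL (SD, n = 3), a log2 fold change of −4.58 (standard error 0.22, adjusted p = 6.5e-07 from limma). Lgals3bp (ENSMUSG00000033880, chromosome 11, 118392751 to 118402092) averaged 0.0990 ± 0.0786 in KO and 8.00 ± 0.384 in CTRL FPKM, with −5.42 (standard error 0.28, adjusted p = 9.7e-07 from limma). The change of C1qtnf6 was −4.34 (adjusted p = 1.9e-06 from limma) and that of Cd74 was −2.46 (adjusted p = 1.4e-06), with Cd74 still at 28.4 FPKM in KO. H2-Q7 changed by −2.86, from 4 fragments in KO against 344 in CTRL, and is uncertain, since its fragments could be split with near-identical H2-Q genes. In all 5 genes, the KO and CTRL libraries did not overlap, with KO below CTRL. Chance gives no overlap, in either direction, for 10% of genes with 3 libraries against 3.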

Consistent with these pathway-level patterns, several immune genes (*Il2rg*, *Cd74*, *H2-Q7*, *Lgals3bp*, *C1qtnf6*) appeared among the most strongly altered downregulated in KO vs. CTRL (Figure 2D). Furthermore, canonical interferon- and virus-stimulated genes (e.g., *Isg15*, *Ifit1/3*, *Oas2*, *Mx1*, *Stat1*, *Irf7*) were also significantly downregulated (Supplementary Table S1) but did not rank among the top-labeled genes, indicating that suppression of these pathways was broad yet not driven by strongly regulated genes. Together, these results indicated a functional rewiring of the resting BV2 transcriptome in optineurin KO cells, with immune defense programs suppressed and biosynthetic and metabolic processes modestly upregulated, supporting the view that optineurin sustained basal immune readiness while restraining growth-related pathways.

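Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) averaged 0.789 ± 0.193 FPKM in KO and 6.85 ± 0.872 FPKM in CTRL (SD, n = 3), a log2 fold change of −2.98 (standard error 0.19, adjusted p = 5.0e-06 from limma). Isg15 changed by −1.77 (standard error 0.16, adjusted p = 0.00013 from limma) and Oas2 by −1.14 (standard error 0.18, adjusted p = 0.0052 from limma). Ifit3, with 53 fragments in KO and 276 in CTRL, changed by −2.16 (adjusted p = 0.0078 from limma), and its adjusted p was not under 0.05 with a pseudocount of 1 or under voom (range over all alternatives 0.0013 to 0.26). Ifit1 changed by −1.89 (adjusted p = 0.026 from limma), and its adjusted p was 0.11 without CTRL replicate 1, 0.051 without CTRL replicate 2, 0.068 without CTRL replicate 3, 0.090 without KO replicate 1 and 0.097 without KO replicate 2. Over all alternatives the adjusted p of Ifit1 ranged from 0.0078 to 0.34. Mx1, with 5 fragments in KO and 51 in CTRL, changed by −0.95 (standard error 0.50, adjusted p = 0.37 from limma) and was not a DEG. Ifit1, Ifit3 and Mx1 have near-identical relatives between which the counting could split fragments.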

### 2.3. LPS Triggered a Broad Inflammatory Transcriptome in BV2 Cells

LPS stimulation strongly influences all myeloid cells, including microglia [40,41]. To test the effect of LPS in BV2 cells upon 24 h of stimulation, we compared LPS to CTRL. 

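The 5283 DEGs of LPS vs. CTRL made up 30.1% of the tested genes. Of these, 2126 up and 2112 down had a mean FPKM of at least 1. At an unadjusted p under 0.05, 4094 genes were up and 4176 down.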

LPS reshaped a striking 35% of the transcriptome in BV2 cells, yielding 2726 upregulated and 2661 downregulated genes (Figure 3A and Figure 1C). To visualize high-magnitude DEGs across replicates, we plotted heatmaps of the most up- and downregulated transcripts (Figure 3B,C). LPS-treated samples clustered tightly and showed strong, uniform induction of top upregulated genes, while the repressed genes showed more modest fold changes and greater variability. These patterns highlighted a more robust and coordinated upregulation than repression in response to LPS.

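The 50 top-ranked genes up in LPS vs. CTRL, by the article's score, had a median log2 fold change of 5.76, and the 50 top-ranked genes down −3.14. Across LPS replicates, the median SD on the log2 scale was 0.39 for the genes up and 0.35 for the genes down. Across CTRL replicates it was 0.27 and 0.26.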

The volcano plot illustrated both the breadth and amplitude of this bidirectional transcriptional response (Figure 3D). 

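The largest increase among all DEGs of LPS vs. CTRL, on the log2(FPKM + 0.1) scale, was that of Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252). It rose from 0.0693 ± 0.0533 FPKM in CTRL to 198 ± 58.0 in LPS (SD, n = 3), a log2 fold change of 10.21 (standard error 0.38, adjusted p = 2.0e-08 from limma). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) rose from 0.415 ± 0.193 to 266 ± 88.3 FPKM, a log2 fold change of 9.02 (standard error 0.33, adjusted p = 2.0e-08 from limma). The log2 fold change was 9.16 for Ccl5, 7.14 for Cxcl2, 5.39 for Ifi205, 7.25 for Ifi206, 7.96 for Ifit3b, 8.18 for Ifit3 and 8.02 for Gbp2, with adjusted p of 1.9e-05 or lower from limma. These chemokine, Ifi200, Ifit and Gbp genes have relatives of similar sequence, so part of their fragments could belong to another member. Csf3 had no fragments in the CTRL libraries and 1250 in the LPS libraries, at least 481-fold higher.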

A markedly taller right-hand tail—extending beyond log_2_FC ≈ +11—indicated that upregulated genes exceeded the magnitude of repression, with top hits including chemokines (*Cxcl10*, *Ccl5*, *Cxcl2*), interferon-stimulated genes (ISGs) such as *Ifi205*, *Ifi206*, and *Ifit3b*, and innate immune effectors like *Csf3* and *Lcn2*. These genes encode canonical pro-inflammatory, antiviral, and cytokine pathway components, underscoring the potent activating effect of LPS. By contrast, the left-hand tail had fewer high-amplitude repressed genes, suggesting a less pronounced transcriptional repression. 

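Over a log2 fold change of 2, 507 genes were up and 204 down in LPS vs. CTRL, and over 5, 49 were up and 3 down. The lowest log2 fold change among the DEGs was −7.29.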

Top downregulated transcripts included *Gpr183* and *Ipcef1* (linked to immune homeostasis). 

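Gpr183 (ENSMUSG00000051212, chromosome 14, 121952551 to 121965195) averaged 0.0302 ± 0.0314 FPKM in LPS and 7.02 ± 1.66 FPKM in CTRL (SD, n = 3), a log2 fold change of −5.78 (standard error 0.37, adjusted p = 7.0e-07 from limma). Ipcef1 (ENSMUSG00000064065) had 567 fragments in the CTRL libraries and none in the LPS libraries, at least 164-fold lower. Arg1 had the largest decrease, −7.29 (standard error 0.58), followed among genes with a mean FPKM of at least 1 by Gpr183, F13a1 (−5.73) and Cytip (−4.81). The mitochondrial tRNA gene mt-Te had 19 fragments in the CTRL libraries and none in the LPS libraries, at least 5.49-fold lower. It spans only positions 14071 to 14139, less than the length of a read, so fragments of neighboring transcripts could be among these.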

Overall, this asymmetry in up- and downregulated profiles suggested that LPS exerted a stronger transcriptional push toward activation than repression (see Supplementary Table S2 for the full DEG list), even though the absolute numbers of upregulated and downregulated genes were balanced.

To determine how these gene-level changes translated into pathway shifts, we performed GSEA and GO overrepresentation analysis. The GSEA plot (Figure 3E) showed that leading-edge genes with positive enrichment scores were dominated by interferon and innate immune programs—including “response to interferon-beta”, “negative regulation of viral process”, and “defense response to virus”—whereas negative scores clustered in cell cycle and mitotic programs such as “chromosome organization/segregation”, “microtubule cytoskeleton organization involved in mitosis”, and “RNA localization”. 

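Interferon-stimulated genes had a mean log2 fold change of 3.64 in LPS vs. CTRL (adjusted p = 6.9e-47 by camera), and 70 of the 72 tested were up. NF-κB target genes (44 of 48 tested) had a mean of 2.89 (adjusted p = 1.4e-27), with 42 up. G2/M phase genes (54) had a mean of −0.81 (adjusted p = 3.6e-15, 0.00083 by fry), with 42 down and 2 up. S phase genes (43) had a mean of −0.56 (adjusted p = 4.7e-06, 0.020 by fry), with 23 down, or 24 when adjusted over the list alone. In the Reactome collection, genes of M phase had a mean of −0.22 (adjusted p = 0.0018).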

GO enrichment of the upregulated genes reinforced these findings, highlighting “response to viruses”, “positive regulation of innate immune response”, “response to lipopolysaccharide”, and “canonical NF-κB signal transduction” (Figure 3F). In contrast, GO terms enriched among downregulated genes were dominated by cell cycle-related terms, including “chromosome segregation” and “nuclear division” (Figure 3G), suggesting that LPS diverts BV2 cells from proliferation toward an activated, anti-microbial state. 

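Among the 1889 genes uniquely down in LPS vs. CTRL, 41 of the 54 G2/M phase genes were present (adjusted p = 1.0e-27 by Fisher's exact test), as were 23 of the 43 S phase genes and 24 of the 110 ribosome biogenesis genes.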

Analysis of unique DEGs in the LPS vs. CTRL comparison additionally revealed enrichment of autophagy-related processes (Supplementary Figure S3). Together, these enrichment profiles showed that wild-type BV2 cells mounted a strong LPS-induced innate immune response while suppressing proliferation-related transcriptional programs.

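Of 53 autophagy genes, 8 were among the 1624 genes uniquely up in LPS vs. CTRL, where 4.90 would be drawn by chance (adjusted p = 0.35 by Fisher's exact test), and 2 were among those uniquely down. Over all DEGs of LPS vs. CTRL, 13 autophagy genes were up and 3 down. The list's mean log2 fold change was 0.21 (adjusted p = 0.012 by camera, 0.013 by fry).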

### 2.4. Optineurin Deficiency Attenuated LPS-Induced Inflammatory Transcriptome

Optineurin loss substantially altered the LPS-induced transcriptome, with 2518 DEGs in KO_LPS vs. KO (~16%; 1463 up; 1055 down; Figure 4A; Supplementary Table S3). 

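The 2208 DEGs of KO_LPS vs. KO made up 12.6% of the tested genes, and 1082 up and 772 down had a mean FPKM of at least 1. At an unadjusted p under 0.05, 2523 genes were up and 2425 down.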

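The size of the response was compared by a slope through the origin of log2 fold changes. Over the 5283 DEGs of LPS vs. CTRL, the slope of the KO response on the WT response was 0.62, and the change was smaller in KO cells for 88.5% of these genes. Choosing genes by their change in WT cells favors a larger WT response. Over the 2208 DEGs of KO_LPS vs. KO, the slope of the WT response on the KO response was 0.94, and the change was smaller in KO cells for 50.4%. The first slope ranged from 0.55, without LPS replicate 3, to 0.67, and the second from 0.85, with a pseudocount of 0.01, to 1.02. Both responses had the same sign for 90.2% of the first set and 95.9% of the second.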

Compared to the ~35% shift in LPS vs. CTRL (Figure 1C), this modest response indicated that optineurin loss attenuated LPS-induced programs. Heatmaps of top DEGs (Figure 4B,C) showed tight replicate clustering and coherent shifts relative to KO. The volcano plot (Figure 4D) highlighted strong induction of chemokines and inflammatory effectors (*Cxcl10*, *Ccl5*, *Cxcl2*, *Il1b*, *Il6*, *Csf3*, *Lcn2*) and ISGs (*Ifit3*, *Ifi205*), indicating preserved innate/antiviral activation. 

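Lcn2 rose from 0.147 ± 0.126 FPKM in KO to 205 ± 64.9 FPKM in KO_LPS (SD, n = 3), a log2 fold change of 9.76 (standard error 0.38, adjusted p = 2.7e-08 from limma). Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) changed by 9.56, Ccl5 by 8.82, Cxcl10 by 7.45, Il1b by 7.30 and Ifit3 by 7.28, with adjusted p of 4.4e-06 or lower from limma. Ccl5 was not past the threshold under voom (adjusted p = 0.063, in a range over all alternatives of 1.4e-06 to 0.063). Csf3 had 2 fragments in the KO libraries and 10240 in the KO_LPS libraries, a ratio of 6.22e+03 (95% interval 1.72e+03 to 5.14e+04). Il6 and Ifi205 had no fragments in the KO libraries and were at least 55.5-fold and 100.1-fold higher in KO_LPS. Ifi205 was not past the threshold with a pseudocount of 1. The 5 largest increases on the log2(FPKM + 0.1) scale were those of Lcn2, Cxcl2, Csf3, Ccl5 and H2-M2. They were taken among genes with a symbol of the kind the article labels and a mean FPKM of at least 1. H2-M2 changed by 8.09, but not past the threshold under voom. Cxcl2, Ccl5, Cxcl10, Ifit3, Ifi205 and H2-M2 have relatives of similar sequence, which leaves their counts uncertain.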

Fewer genes were repressed (e.g., *Arg1*, *Ipcef1*). These findings indicated that KO microglia retained the capacity to mount inflammatory and antiviral responses upon LPS challenge, but relative to WT LPS (Section 2.3), the response is narrower in scope and reduced in amplitude.

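Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) averaged 0.106 ± 0.112 FPKM in KO_LPS and 27.5 ± 8.80 FPKM in KO (SD, n = 3), a log2 fold change of −7.17 (standard error 0.58, adjusted p = 6.2e-06 from limma). Ipcef1 had 605 fragments in the KO libraries and none in the KO_LPS libraries, at least 166-fold lower. Slc36a2 (−4.48), Abcd2 (−4.43), Gpr183 (−4.24) and Lsp1 (−4.10) followed on the log2(FPKM + 0.1) scale. They were taken among genes with a symbol of the kind the article labels and a mean FPKM of at least 1. This order depends on the scale, which shrinks the change of F13a1, with 1427 fragments in the KO libraries and none in the KO_LPS libraries. Over log2 fold changes of 2, 319 genes were up and 84 down in KO_LPS vs. KO, and over 5, 42 were up and 1 was down.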

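The 72 interferon-stimulated genes rose by a mean of 3.13 in KO_LPS vs. KO (adjusted p = 1.2e-68 by camera), 85.9% of their mean response in WT cells, with 67 up (69 adjusted over the list alone) and 50 of 72 responding less in KO cells. NF-κB target genes rose by 3.14 (adjusted p = 3.8e-48), 109% of the WT response, with 41 up (43 adjusted over the list alone). By the interaction, the first list differed by −0.52 (adjusted p = 0.0015 by camera, 0.32 by fry), and the second by 0.25 (adjusted p = 0.23 by camera). The second was past the threshold only without KO_LPS replicate 2, at 0.38. Of the 6 genes the article names as up after LPS in both WT and KO cells, the interaction was −1.57 for Cxcl10 (adjusted p = 0.079 from limma), 2.42 for Cxcl2 (adjusted p = 0.076), −0.45 for Lcn2 (adjusted p = 0.69), −0.34 for Ccl5 (adjusted p = 0.88), −2.96 for Ifi205 (adjusted p = 0.051) and 3.10 for Csf3 (adjusted p = 0.019). The values for Ifi205 and Csf3 depend on the pseudocount, since KO libraries had no fragments of Ifi205 and CTRL libraries none of Csf3. With a pseudocount of 1, Cxcl10 (−2.60, adjusted p = 0.0056, in a range over all alternatives of 0.0056 to 0.79) and Ifi205 (−1.87, adjusted p = 0.037, in a range of 0.017 to 0.80) were past the threshold. Ifi205 was also past it with quantile normalization, with replicate number as a block and without KO_LPS replicate 3 (adjusted p = 0.017), and Cxcl10 and Cxcl2 without LPS replicate 3 (adjusted p = 0.023 and 0.014, the latter in a range of 0.014 to 0.78). The sign for Ccl5 was positive with a pseudocount of 0.01 (0.55), under voom (0.50), without LPS replicate 3 (0.04) and without KO_LPS replicate 2 (0.52). Csf3 was past the threshold in limma on log2(FPKM + 0.1), but not with a pseudocount of 0.01 (adjusted p = 0.10) or under voom (adjusted p = 0.66, the highest of all alternatives, whose lowest was 0.00073).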

GSEA and GO overrepresentation found that many innate immune pathways enriched in wild-type LPS responses—including “response to interferon-beta” and “regulation of viral genome replication”—were also significantly enriched in KO_LPS versus KO cells (Figure 4E). However, unlike LPS, KO_LPS did not strongly repress mitotic and chromosome segregation programs. Instead, KO_LPS-specific downregulated pathways included several metabolic processes such as “glucose catabolic process”, “glycoprotein catabolic process”, and “regulation of triglyceride storage”, pointing to optineurin-dependent regulation of metabolic homeostasis. 

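G2/M phase genes had a mean log2 fold change of −0.15 in KO_LPS vs. KO (adjusted p = 0.0093 by camera, 0.41 by fry), 18.0% of the WT response, with 1 down and 2 up. The mean was −0.05 and not past the threshold of camera without KO replicate 3 or KO_LPS replicate 1. S phase genes had a mean of −0.01 (adjusted p = 0.87 by camera), with 1 up, and the mean ranged from −0.13 without KO replicate 1 to 0.12 without KO replicate 3. Genes of M phase in the Reactome collection had a mean of −0.01 (adjusted p = 0.63).

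**Figure D2:**
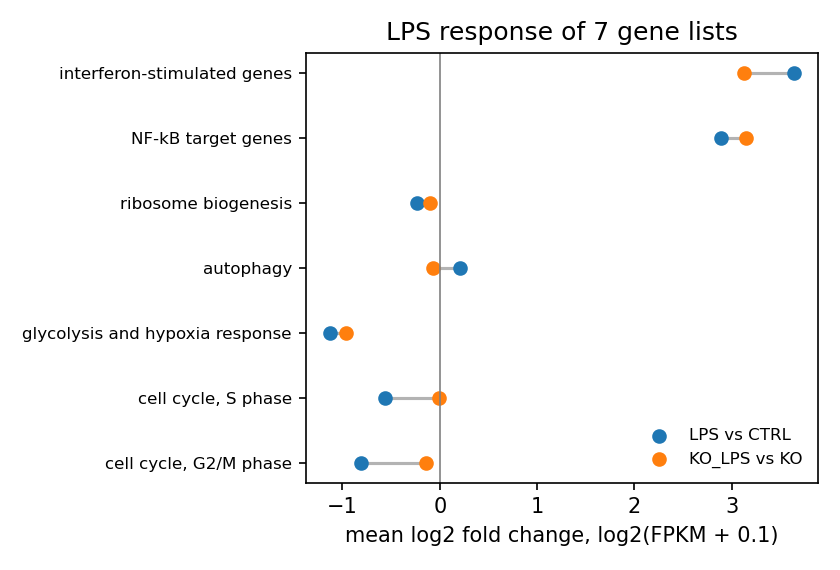
Mean log2 fold change of each of the 7 gene lists (horizontal axis, difference of log2(FPKM + 0.1)) in LPS vs. CTRL and in KO_LPS vs. KO. G2/M phase genes fell by 0.81 in WT cells and by 0.15 in KO cells, and interferon-stimulated genes rose by 3.64 and 3.13.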

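A list of 36 glycolysis and hypoxia response genes had a mean log2 fold change of −0.96 in KO_LPS vs. KO (adjusted p = 1.5e-12 by camera), with 21 down (23 adjusted over the list alone), and −1.13 in LPS vs. CTRL (adjusted p = 8.6e-08), with 21 down and 2 up. The difference between these responses was 0.17 (adjusted p = 0.23 by camera). Among the 173 genes uniquely down in KO_LPS vs. KO, 5 were of this list (odds ratio 16.6, adjusted p = 0.00021 by Fisher's exact test). Glycoprotein catabolism and triglyceride storage were not covered by a list.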

GO enrichment analyses reinforced these patterns (Figure 4F,G), with upregulated terms mirroring the innate immune profile of wild-type cells, including “response to virus”, “positive regulation of innate immune response”, and “canonical NF-κB signal transduction”; the downregulated set was uniquely enriched for lineage- and differentiation-related processes, including “regulation of hematopoiesis”, “lymphocyte differentiation”, and “response to oxygen levels”. 

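None of the 7 lists was enriched among the 163 genes uniquely up in KO_LPS vs. KO by Fisher's exact test. Cytoskeletal, motility, vesicular and lysosomal gene lists were not among the 7. Genes up unique to KO_LPS vs. KO numbered 102 without KO replicate 2, 108 without KO replicate 3 and 104 without KO_LPS replicate 1, and genes down numbered 100 without KO replicate 2.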

Enrichment analysis performed only on the DEGs unique to KO_LPS vs. KO (220 upregulated and 188 downregulated; Figure 1D,E, Supplementary Figure S1B) revealed that the upregulated genes were enriched for cytoskeletal and motility-associated processes, whereas the downregulated genes were enriched for vesicular and lysosomal trafficking pathways (Supplementary Figure S4). This unique subset (~17% of DEGs) further underscored a qualitatively distinct transcriptional reprogramming in KO_LPS cells compared to wild-type responses. Altogether, these findings suggested that while canonical immune responses were partially preserved in the absence of optineurin upon LPS stimulation, they lacked the robust suppression of mitotic and chromosome segregation programs seen in wild-type cells and instead exhibited distinct metabolic shifts.

### 2.5. Optineurin Influenced Inflammatory and Cell Cycle Gene Regulation in Response to LPS

We next directly compared LPS-treated KO and WT cells (KO_LPS vs. LPS) to gain further insight into the role of optineurin in modulating the inflammatory transcriptome. This contrast yielded 4059 DEGs (~26% of the transcriptome; 2138 downregulated, 1921 upregulated; Figure 5A), consistent with the cumulative effects of both optineurin deficiency and differential LPS response. 

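The 3795 DEGs of KO_LPS vs. LPS made up 21.6% of the tested genes, with a median absolute log2 fold change of 0.82 up and 0.94 down. At an unadjusted p under 0.05, 3424 genes were up and 3616 down.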

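Over the 50 top-ranked genes down in KO_LPS vs. LPS, by the article's score and z-scored per gene, KO_LPS libraries were on average 6.75 from KO, 9.74 from CTRL and 12.8 from LPS libraries, and the median log2 fold change was −3.24. Over the 50 top-ranked genes up, they were 7.24 from KO, 10.1 from CTRL and 14.1 from LPS libraries, with a median log2 fold change of 2.15. Choosing genes for a difference between KO_LPS and LPS places these conditions far apart by itself. Median SDs across KO_LPS replicates were 0.42 for the genes down and 0.34 for the genes up.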

Heatmaps (Figure 5B,C) showed KO_LPS downregulated genes clustering with KO baseline and having uniformly lower expression compared to CTRL, indicating impaired inducibility; for upregulated genes, KO_LPS clustered with LPS but with variable amplitudes, consistent with partial activation. The partial overlap was further confirmed by analyzing the shared DEGs between LPS vs. CTRL and KO_LPS vs. KO pairs (1212 upregulated, 780 downregulated; Supplementary Figure S5A). 

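LPS vs. CTRL and KO_LPS vs. KO, which have no library in common, shared 1043 genes up and 646 down. These were 80.7% and 70.5% of the DEGs of KO_LPS vs. KO, and independent lists of these sizes would share 197.9 and 135.4.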

Shared upregulated genes were dominated by innate immune- and pathogen-response pathways, including “response to bacterium”, “response to virus”, and “response to lipopolysaccharide”, confirming retention of a core LPS-driven program in KO microglia, whereas shared downregulated genes highlighted suppression of metabolic and stress-adaptive processes such as “glucose catabolic process” and “response to decreased oxygen levels”. In contrast, the transcriptional divergence between KO_LPS and LPS was clearly visible in the volcano plot (Figure 5D). The left-hand tail featured a substantially larger number of significantly downregulated genes compared to the right-hand tail, confirming that optineurin loss primarily resulted in failed induction of transcripts normally upregulated by LPS. 

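Over a log2 fold change of 2, 87 genes were up and 207 down in KO_LPS vs. LPS. Over 5, 1 was up and 5 were down, and the extremes were 5.25 and −6.20.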

Among the most strongly repressed genes were *Cx3cr1*, *Rnase2a*, *Lipg*, *Zic5*, *Rgs8*, *IL2rg*, *P2ry1*, *Mmp12* and *Mmp13*—a set that includes regulators of lipid metabolism, signal transduction, and immune modulation. In contrast, the top upregulated genes in KO_LPS compared to LPS—such as *Speer9-ps1* and *Hoxd3os1*—were fewer and exhibited more modest fold changes. This pattern, also evident in Supplementary Table S4, indicated reduced LPS responsiveness in optineurin-deficient BV2 cells.

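Il2rg (ENSMUSG00000031304) averaged 0.113 ± 0.0329 FPKM in KO_LPS and 11.1 ± 0.653 FPKM in LPS (SD, n = 3), a log2 fold change of −5.72 (standard error 0.22, adjusted p = 1.1e-07 from limma). Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) changed by −3.72 (standard error 0.59, adjusted p = 0.00090 from limma) and Mmp12 by −3.25 (standard error 0.29, adjusted p = 4.0e-05 from limma), with 7 and 8 fragments in the KO_LPS libraries. Lipg had 2 fragments in the KO_LPS libraries and 991 in the LPS libraries, which is 522 times as many after scaling (95% interval 144 to 4315). Rgs8, Zic5, Rnase2a, P2ry1 and Cx3cr1 had no fragments in the KO_LPS libraries. They were at least 62.1-fold, 43.9-fold, 20.4-fold, 20.0-fold and 19.3-fold lower than in LPS, where they had 177, 125, 58, 57 and 55 fragments. Untreated KO libraries had no fragments of Zic5, Rnase2a or Mmp13, 1 each of Rgs8 and P2ry1, 2 of Lipg and 10 of Cx3cr1. In this order, CTRL libraries had 104, 55, 86, 462, 499, 900 and 32. Il2rg and Mmp12 averaged 0.0972 and 0.472 FPKM in KO and 4.56 and 3.20 in CTRL. The genotypes thus differed before LPS, so these values alone do not show a failed induction. Cx3cr1 was under the filter on low values and was not tested. Rnase2a has near-identical relatives, and its adjusted p of 0.0071 from limma was 0.056 in a fit of only the KO_LPS and LPS libraries (range over all alternatives 0.00028 to 0.056). P2ry1 had an adjusted p of 0.038 from limma, which was 0.055 without CTRL replicate 1, 0.064 without LPS replicate 1, 0.12 without LPS replicate 3, 0.050 without KO replicate 1, 0.053 without KO replicate 2, 0.051 without KO replicate 3, 0.069 without KO_LPS replicate 1, 0.088 without KO_LPS replicate 2 and 0.076 without KO_LPS replicate 3. Over all alternatives it ranged from 0.0044 to 0.30. The 5 largest decreases on the log2(FPKM + 0.1) scale were those of Syce2 (−6.20, inside a lowered stretch of chromosome 8), Il2rg, Cnn3 (−5.71), Lgals3bp (−5.16) and Atp6v0d2 (−4.69). They were taken among genes with a symbol of the kind the article labels and a mean FPKM of at least 1. Lipg, whose change this scale shrinks, had −4.59 on it and −8.65 under voom, so the order depends on the scale.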

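Speer9-ps1 had 241 fragments in the KO_LPS libraries and none in the LPS libraries, at least 76.3-fold higher, and shares sequence with other Speer genes. Hoxd3os1 (ENSMUSG00000052371, chromosome 2, 74703248 to 74716130), an antisense gene under the filter on low values, had 53 fragments in the KO_LPS libraries and none in the LPS libraries, at least 16.8-fold higher. Whether the counting used the strand is not known from the values, so fragments of the opposite strand could be among these. Zfp979 changed by 3.39 (standard error 0.24, adjusted p = 8.7e-06 from limma), and Csf3 by 3.23 (standard error 0.40, adjusted p = 0.00023 from limma).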

GSEA on the KO_LPS vs. LPS comparison revealed that downregulated genes were enriched for innate immune and antiviral pathways (Figure 5E), including “response to interferon-beta” and “defense response to virus”. These results suggested that many LPS-inducible immune programs failed to properly activate in optineurin-deficient cells. In contrast, the upregulated genes showed enrichment for cell cycle-related processes such as “sister chromatid segregation”, “mitotic nuclear division”, and “DNA replication”, indicating that KO_LPS cells retained proliferative signatures that were suppressed by LPS in WT cells. 

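Interferon-stimulated genes had a mean log2 fold change of −1.60 in KO_LPS vs. LPS (adjusted p = 9.9e-29 by camera, 7.5e-05 by fry). Of the 72, 63 were down and 1 was up, or 65 and 1 when adjusted over the list alone, and 69 had a lower mean FPKM in KO_LPS. The list's mean log2(FPKM + 0.1) was 4.53, 4.74 and 5.05 in the LPS libraries and 2.99, 2.86 and 3.64 in the KO_LPS libraries. The Reactome list of interferon signaling had a mean of −0.68 (adjusted p = 4.8e-07 by camera).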

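G2/M phase genes had a mean log2 fold change of 0.72 in KO_LPS vs. LPS (adjusted p = 1.4e-18 by camera, 0.0014 by fry), with 40 of 54 up and 2 down. S phase genes had a mean of 0.76 (adjusted p = 1.2e-11 by camera, 0.0059 by fry), with 29 of 43 up. Genes of DNA replication in the Reactome collection had a mean of 0.15 (adjusted p = 0.0088 by camera, 0.22 by fry). Their adjusted p was 0.11 without LPS replicate 3 and 0.069 without KO_LPS replicate 2, in a range over all alternatives of 0.00063 to 0.11. Ribosome biogenesis genes, which also fell after LPS in WT cells, with a mean of −0.24 there, had a mean of 0.35 (adjusted p = 4.4e-11 by camera, 0.013 by fry), with 34 of 110 up and 1 down.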

GO analysis of downregulated genes (Figure 5F) highlighted immune processes (“response to virus”, “positive regulation of innate immune response”), while analysis of upregulated genes (Figure 5G) highlighted cell cycle and chromosomal programs (“cell cycle phase transition”, “chromosome segregation”, “nuclear division”). Notably, several of these pathways were uniquely enriched in the KO_LPS vs. LPS comparison and not observed in other contrasts. Specifically, DEGs unique to KO_LPS vs. LPS (1674 upregulated, 1437 downregulated; Figure 1D,E, Supplementary Figure S1B showed strong enrichment of mitotic/chromosomal programs among the upregulated set and innate immune/interferon beta-related terms among the downregulated set (Supplementary Figure S5B). 

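Among the 1602 genes uniquely up in KO_LPS vs. LPS were 40 of the 54 G2/M phase genes (adjusted p = 8.5e-29 by Fisher's exact test), 29 of the 43 S phase genes (adjusted p = 2.3e-19) and 33 of the 110 ribosome biogenesis genes (adjusted p = 3.9e-09). Among the 1550 uniquely down were 30 of the 72 interferon-stimulated genes (adjusted p = 1.1e-12) and 11 of the 53 autophagy genes (adjusted p = 0.025).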

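In the Reactome collection, genes of M phase had a mean log2 fold change of 0.27 in KO_LPS vs. LPS (adjusted p = 3.0e-07 by camera, 0.0094 by fry), and genes of cell cycle checkpoints 0.23 (adjusted p = 3.9e-05 by camera, 0.021 by fry). The checkpoint genes changed by −0.08 in LPS vs. CTRL (adjusted p = 0.14 by camera), and by −0.19, past the threshold, with quantile normalization (adjusted p = 0.030, in a range over all alternatives of 0.030 to 0.38). All mitotic cell cycle genes together had a mean of 0.28 in KO_LPS vs. LPS (adjusted p = 1.0e-08 by camera).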

Reactome enrichment analysis (Supplementary Figure S5C) reinforced these findings, with persistent activation of mitotic checkpoints and M-phase programs. KEGG pathway analysis (Supplementary Figure S5D,E) identified downregulation of viral infection pathways (e.g., Epstein–Barr virus, herpes simplex virus, influenza A) and upregulation of cell cycle and senescence pathways. Interestingly, some bacterial and viral KEGG pathways, such as “*Salmonella* infection” and “HTLV-I infection,” were selectively enriched in the upregulated gene set, underscoring a complex and non-uniform transcriptional landscape in optineurin-deficient cells. Taken together, these analyses suggested that optineurin loss weakened immune activation while preventing the cell cycle suppression linked to LPS stimulation. Thus, the key finding here is not only a general dampening of inflammation but also a rewiring of the microglial program: KO_LPS cells failed to suppress cell cycle genes upon LPS, implicating optineurin in the transition from a proliferative to an immune effector state.

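The difference between the LPS responses of KO and WT cells, tested by the interaction, was 0.67 for G2/M phase genes (adjusted p = 1.0e-19 by camera, 0.013 by fry) and 0.55 for S phase genes (adjusted p = 2.1e-09 by camera, 0.082 by fry). Single G2/M phase genes were called in 22 cases with a positive and 1 with a negative interaction, or 39 and 2 when adjusted over the list alone. Single S phase genes were called in 5 cases, all positive, or 7 when adjusted over the list alone. The autophagy list differed by −0.28 (adjusted p = 3.5e-06 by camera, 0.017 by fry). With the correlation between genes estimated from the data, none of these lists had an adjusted p under 0.05 for the interaction. From the higher expression of cell cycle genes and the lower induction of interferon genes in KO_LPS cells, the paper reasons that the loss of optineurin rewires the microglial program, and it proposes a role of optineurin in the passage from proliferation to an immune effector state.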

To further characterize the transcriptional effects of optineurin loss under inflammatory conditions, we analyzed individual genes from key biological programs enriched in the KO_LPS vs. LPS contrast (including viral defense, innate immunity, type I interferon, and cell cycle), as well as NF-κB and autophagy pathways previously linked to optineurin function [14,42]. 

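In KO_LPS vs. LPS, Rsad2 (ENSMUSG00000020641, chromosome 12, 26442746 to 26456452) averaged 78.9 ± 18.2 FPKM in KO_LPS and 647 ± 90.2 FPKM in LPS (SD, n = 3), a log2 fold change of −3.05 (standard error 0.20, adjusted p = 5.6e-06 from limma). Irf7 averaged 68.3 ± 17.4 in KO_LPS and 236 ± 20.0 in LPS FPKM, with −1.81 (standard error 0.19, adjusted p = 9.9e-05 from limma). The log2 fold change was −1.51 for Isg15, −1.85 for Usp18, −1.49 for Ddx58 and −3.01 for Cxcl10, whose relatives could share its fragments, with adjusted p of 0.00013 or lower from limma. In each of these 6 genes, the KO_LPS and LPS libraries did not overlap, with KO_LPS below LPS. Chance gives no overlap, in either direction, for 10% of genes. C1qa had 50 fragments in the LPS libraries and none in the KO_LPS libraries, at least 17.6-fold lower. Cxcl5 was listed at 0 in all libraries of both conditions.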

Volcano plots (Figure 6A–F) showed broad downregulation of virus- (A), innate immunity- (B), and type I interferon-related genes (C) in KO_LPS samples, including genes like *Irf7*, *Isg15*, *Stat1*, *Cxcl10*, *Cxcl5*, *Cx3cr1*, *Rsad2*, *Usp18*, *Mmp 12*, *C1qa* and *Ddx58*. 

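Tomm70a (ENSMUSG00000022752, chromosome 16, 57121703 to 57156705) averaged 48.5 ± 5.58 FPKM in KO_LPS and 18.2 ± 0.761 FPKM in LPS (SD, n = 3), a log2 fold change of 1.40 (standard error 0.08, adjusted p = 3.0e-06 from limma), and it lies in the stretch of chromosome 16 that was raised in KO and KO_LPS cells. The log2 fold change was 1.88 (standard error 0.37, adjusted p = 0.0032 from limma) for Nlrp3, 1.28 (standard error 0.13, adjusted p = 7.7e-05 from limma) for Plscr1 and 2.18 (standard error 0.42, adjusted p = 0.0027 from limma) for Cxcl16, which belongs to a family whose members could share fragments.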

A few transcripts (*Tomm70a*, *Nlrp3*, *Cxcl16*, and *Plscr1*) were modestly upregulated, but antiviral and inflammatory genes were broadly suppressed. 

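Of the 54 G2/M phase genes tested, 41 were up and 2 down in KO_LPS vs. LPS when adjusted over the list alone.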

The cell cycle-related genes (Figure 6D) were skewed toward upregulation, with numerous mitotic markers increased, alongside a minority that were decreased. 

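NF-κB target genes had a mean log2 fold change of 0.02 and a median of −0.04 in KO_LPS vs. LPS (adjusted p = 0.94 by camera), with 9 of 44 up and 8 down. Autophagy genes had a mean of −0.28 (adjusted p = 0.00040 by camera, 0.0052 by fry), with 11 of 53 down.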

NF-κB- and autophagy-related genes (Figure 6E) showed a mixed response, suggesting that the optineurin loss changes are selective rather than global.

Finally, we analyzed differentially expressed transcription factors (TFs) across key comparisons (Supplementary Figure S6). In both LPS vs. CTRL and KO_LPS vs. KO, mRNAs for canonical inflammatory TFs such as Stat1, Stat2, Irf1, Irf7, and Relb were strongly induced, consistent with activation of interferon and NF-κB signaling (Supplementary Figure S6A). However, in the KO_LPS vs. LPS comparison, many TFs, in particular Irf7, were significantly downregulated, suggesting a blunted or dysregulated LPS response in optineurin KO cells. In contrast, mRNAs for developmental/lineage specification TFs (homeobox: Hoxa13, Hoxc5; forkhead: Foxc1; bZIP: Atf3, Cebpd) changed specifically in KO_LPS vs. LPS, but not in the other contrasts, suggesting compensatory or maladaptive activation. 

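Of 897 transcription factor genes tested, 294 were DEGs in LPS vs. CTRL and 120 in KO_LPS vs. KO, 90 of them in both and in the same direction. Stat2 changed by 2.52 in LPS vs. CTRL and 2.56 in KO_LPS vs. KO on the log2 scale, Irf1 by 2.16 and 1.86, Irf7 by 5.09 and 6.26, and Relb by 2.33 and 2.00. All 8 changes had an adjusted p of 3.7e-05 or lower from limma.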

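In KO_LPS vs. LPS, 212 transcription factor genes were DEGs, 97 up and 115 down, and 52 of these were DEGs in no other comparison. Stat2 changed by −1.25 (adjusted p = 0.00041 from limma), Irf1 by −0.50 (adjusted p = 0.014) and Relb by −0.12 (adjusted p = 0.71). The interaction of Irf7, which was lower in KO than in CTRL before LPS, was 1.17 (standard error 0.27, adjusted p = 0.037 from limma), but 0.33 (adjusted p = 0.42) with a pseudocount of 1. Its adjusted p ranged from 0.027 to 0.42 over all alternatives, and was 0.060 with no filter, 0.074 without trend and 0.050 to 0.088 without any 1 of the CTRL or KO libraries, LPS replicate 1, LPS replicate 2 or KO_LPS replicate 2.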

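Foxc1 (ENSMUSG00000050295, chromosome 13, 31806633 to 31812476) changed by 1.37 (standard error 0.28, adjusted p = 0.0040 from limma) in KO_LPS vs. LPS and was a DEG in none of the other 3 comparisons. Hoxc5 changed by 1.97 (standard error 0.20, adjusted p = 8.3e-05 from limma) in KO_LPS vs. LPS and by −1.90 in LPS vs. CTRL (adjusted p = 2.7e-05). Cebpd changed by 1.90 (standard error 0.25, adjusted p = 0.00031 from limma) in KO_LPS vs. LPS and by 1.63 in KO_LPS vs. KO (adjusted p = 0.00084). Atf3 changed by −1.67 (standard error 0.15, adjusted p = 5.4e-05 from limma) in KO_LPS vs. LPS and by 1.53 in LPS vs. CTRL (adjusted p = 2.1e-05). Hoxa13 had 17 fragments in the KO_LPS libraries and none in the LPS libraries, at least 5.38-fold higher, and was under the filter on low values.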

Heatmaps supported these findings and revealed clustering of samples according to treatment, with immune response-related TFs elevated in LPS but suppressed in KO_LPS, and developmental TFs enriched in KO_LPS (Supplementary Figure S6B). Taken together, these results suggested that optineurin loss decoupled LPS-driven inflammatory TF programs and engaged alternative TF networks.

### 2.6. Targeted Literature Mining for Potential Modulators of Optineurin-Mediated Pathways

Because optineurin functions as a TBK1 adaptor controlling IRF3 activation [14,43], and optineurin loss blunted virus-, innate immunity-, and type I interferon-related genes in KO_LPS samples (Figure 6A–C), we searched for the modulators of these dysregulated pathways. Given that optineurin and TBK1 have been reported to have both neuroprotective and neurotoxic functions in different models [18,19,44], we searched for both activators and inhibitors in the IUPHAR/BPS Guide to PHARMACOLOGY database. For downregulated genes, we identified small-molecule inhibitors for CX3CR1, MMP12, CXCL5 and CXCL10, and an oligonucleotide agonist for RIG-I, whereas for upregulated genes, we identified small-molecule inhibitors for NLRP3 (Supplementary Figure S7). For TBK1, we identified the approved drug amlexanox and additional small-molecule inhibitors. The proteins for which IUPHAR does not report any modulators are IRF3, optineurin, IRF7, ISG15, STAT1, RSAD2, USP18, C1QA, TOMM70 (TOMM70A), and PLSCR1. Thus, targeted IUPHAR/BPS queries mapped dysregulated targets to corresponding modulators, providing a hypothesis-generating basis for future validations.

## 3. Discussion

The role of optineurin in ALS and FTD has been difficult to decipher due to its pleiotropic functions and pronounced cell-type specificity [14,16,17,42]. While its involvement in inflammatory signaling and autophagy is well recognized [35,36,45,46,47,48], its direct impact on microglia remains poorly characterized, as most previous studies focused on non-microglial systems or lacked genome-wide resolution. This gap is further underscored by contrasting findings from in vivo models: a recent study showed that C-terminal truncation of optineurin in glutamatergic neurons caused early-onset neurodegeneration in mice [19], whereas whole-body optineurin truncation in our hands produced no overt phenotype and no pathological signs of neuroinflammation or neurodegeneration, even in two-year-old animals [20]. Notably, both studies were based on the identical C-terminally floxed optineurin allele (Optn^470T^) originally generated by us [36], arguing that the divergent outcomes do not stem from differences in the optineurin variant used. These divergent outcomes raise the possibility that microglia may even play a compensatory or protective role in optineurin-related pathogenesis. Earlier work on this topic, including our own, addressed the immunoregulatory roles of optineurin in primary murine myeloid cells but employed classical molecular and immunological methods without using transcriptome-wide approaches [21,34,35,36,49,50]. To address critical knowledge gaps in optineurin-mediated functions in microglia, we applied a systems-level RNA-Seq approach to comprehensively characterize optineurin-dependent transcriptional programs under basal and inflammatory conditions in BV2 microglia.

Here we found that optineurin loss had a modest but selective impact at baseline, altering ~7% of the BV2 transcriptome, with a marked skew toward gene downregulation. A significant magnitude of change for a modest percentage of genes affected suggests selective targeting of biochemical pathway(s). Downregulated genes in optineurin KO BV2 were enriched for innate immune functions. These findings are consistent with prior work indicating that optineurin regulates inflammatory signaling downstream of pattern recognition receptors [21,34,35,36]. Moreover, the findings here showed that several of the immune functions are affected even in the absence of apparent stimulation, which, to our knowledge, has not been reported previously. In contrast, upregulated transcripts were dominated by biosynthetic and metabolic pathways that have not been previously linked to optineurin function. One recent study linked optineurin to NRF2 antioxidant signaling [51], suggesting a broader role of optineurin in cellular homeostasis. The data reported here add to this view by showing that optineurin supported basal immune readiness in resting microglia while actively constraining some biosynthetic and metabolic programs. This is potentially linked to previous findings that showed that optineurin regulates interferon responses in a cell cycle-dependent manner [52], providing a possible link between the upregulation of biosynthetic pathways with suppressed immune gene expression in optineurin-deficient cells. Collectively, these findings expand the known scope of optineurin function at steady state.

Under inflammatory stimulation, the effects of optineurin loss became markedly larger in scale. Compared to wild-type BV2 cells, which exhibited a broad transcriptional shift affecting ~35% of genes, LPS-treated KO cells showed a significantly reduced response, with only ~16% of genes differentially expressed relative to their unstimulated baseline. This finding indicated that optineurin deficiency compromised the BV2 microglial ability to adequately respond to an immune challenge. TLR4 stimulation via LPS activates two distinct signaling pathways, TBK1/IRF3 and NF-κB [25]. The activation of the former results in IFN-β production, which stimulates the interferon α/β receptor (IFNAR) and promotes further production of the IFN-stimulated genes (ISGs) such as *Irf7* [53]. 

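Ifnb1 (ENSMUSG00000048806, chromosome 4, 88522025 to 88522774) had 39 fragments in the LPS libraries and 3 in the CTRL libraries, a ratio of 15.0 (95% interval 4.77 to 75.9). Its log2 fold change in LPS vs. CTRL was 1.71 (standard error 0.75, adjusted p = 0.093 from limma). Without LPS replicate 3 the adjusted p was 0.0017, the lowest in a range over all alternatives of 0.0017 to 0.33. The exact permutation p on FPKM was 0.40.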

In this study, we were unable to detect induction of IFN-β mRNA itself, likely due to the late 24 h timepoint, since IFN-β mRNA peaks within the first hours of stimulation and drops by 24 h [34,54]. Nevertheless, IFN-β-mediated signaling was evident by increased expression of numerous ISGs, such as *Irf7*, *Stat1*, and *Isg15* in LPS-treated WT cells, all of which were significantly decreased in KO_LPS samples. Thus, KO_LPS samples failed to robustly induce and sustain expression of key antiviral and IFN-stimulated genes, consistent with reduced enrichment of immune-related pathways. Notably, activation of NF-κB and autophagy pathway genes was more heterogeneous. Unique LPS-WT DEGs showed autophagy term enrichment, but in KO_LPS both NF-κB- and autophagy-related gene sets displayed mixed up- and downregulated genes. Given that these pathways are heavily regulated post-transcriptionally, additional proteomic studies are necessary. Our previous findings in LPS-stimulated Optn^470T^ primary neonatal microglia showed dysregulation of numerous IFN-β targets, but no major effects on the NF-κB pathway [34]. Additionally, similar results were reported in other optineurin-deficient and insufficient primary myeloid cells upon LPS stimulation [21,35,36]. 

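Oas1b (ENSMUSG00000029605, chromosome 5, 120812635 to 120824163), annotated as a polymorphic pseudogene, averaged 4.59 ± 2.10 FPKM in KO_LPS and 14.7 ± 1.93 FPKM in LPS (SD, n = 3), a log2 fold change of −1.74 (standard error 0.26, adjusted p = 0.00062 from limma) in KO_LPS vs. LPS. Ifi206 changed by −2.87 (standard error 0.41, adjusted p = 0.00057 from limma), and no gene is listed as Ifit206. Both belong to families of near-identical genes, between which the counting could split fragments.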

The incomplete activation of canonical antiviral effectors, together with insufficient induction of *Irf7*, *Isg15*, *Ifit206*, *Oas1b* and *Usp18* (critical for feedback control of IFN type I signaling), suggests that optineurin is required not only for pathway initiation but also for full transcriptional execution of antiviral programs. Moreover, direct comparison of LPS-treated KO and WT BV2 cells revealed over 4000 differentially expressed genes, the majority of which were downregulated in KO_LPS, indicating that optineurin is required for full transcriptional engagement of LPS-inducible programs. Importantly, 87% of upregulated and 67% of downregulated DEGs in KO_LPS were unique to this condition, further underscoring the context-specific regulatory role of optineurin during inflammatory activation. At the same time, KO_LPS cells retained or even upregulated expression of mitotic and biosynthetic pathways that were suppressed in wild-type cells, suggesting the impact of optineurin on cell cycle upon inflammatory challenge. This is consistent with GO term enrichment showing increased expression of genes involved in “chromosome segregation,” “DNA replication,” and “mitotic nuclear division” in KO_LPS, pointing toward defective transition into the non-proliferative, immune-activated state typical of LPS-exposed microglia. Since LPS was previously reported to exert a cell cycle arrest in BV2 [55], the finding that KO_LPS retained cell cycle and biosynthetic programs indicated that optineurin is required to impose this proliferative brake during inflammatory activation. This suggests that optineurin loss dysregulated LPS-mediated activation and metabolic reprogramming by uncoupling biosynthetic from immune functions. An uncoupling has also been described in primary disease-associated microglia (DAM) in AD and ALS models, which downregulate homeostatic while upregulating lipid/lysosomal and phagocytic markers, reinforcing that activation can proceed with separation from homeostatic functions [56]. Together, these findings suggested that optineurin coordinates both activation and resolution arms of the LPS response, coupling immune induction with cell cycle arrest to promote an appropriate microglial activation state.

The blunted transcriptional response to LPS in OPTN-KO BV2 cells aligns with reports from a related TBK1 haploinsufficiency ALS model (Tbk1^+/−^), which perturbs the TBK1–optineurin axis [44]. Tbk1^+/−^ microglia showed dampened LPS-induced innate programs with downregulation of mRNAs for many ISGs mapped in our study, such as *Irf7*, *Irf9*, *Stat1*, *Stat2* and *Isg15*. Notably, TBK1 haploinsufficiency in the superoxide dismutase 1 (SOD1) G93A mouse model precipitated earlier disease onset yet prolonged lifespan, demonstrating the potential protective effect of diminished TBK1–optineurin axis at the late disease stages. Together with our KO_LPS data—where innate immune programs were blunted—these findings support a dual role of microglial activation: reduced TBK1–optineurin signaling may compromise acute immune responses, yet later in disease, it may mitigate chronically harmful neuroinflammation. This potentially protective role of optineurin deficiency and/or insufficiency may help explain the discrepancy between the Optn^470T^ glutamatergic neuron-restricted model, which develops neurodegeneration [19], and the whole-body Optn^470T^ model, which remains overtly normal [20], if microglial Optn^470T^ exerts a neuroprotective effect by dampening excessive inflammation. However, the protective role is likely context-specific and needs further study, as perturbation of optineurin or TBK1 can also result in toxicity. For example, mice carrying the human TBK1 p.E696K variant that specifically abrogates optineurin binding developed autophagolysosomal defects, which precipitated the age-associated motor neuron disease [57]. Similarly, selective microglial TBK1 loss drove proinflammatory and aging microglial signatures [58]. It would be important to test if chemical modulation of the TBK1–optineurin axis, especially the dysregulated immune-related proteins identified here, may affect ALS disease progression. In the IUPHAR/BPS Guide to PHARMACOLOGY database, we found several potential modulators of the TBK1–optineurin axis, including the TBK1 inhibitor amlexanox, a drug with prior clinical use in atopic conditions and potential therapeutic applications in metabolic and inflammatory diseases [59]. Indeed, amlexanox was recently prioritized as a potential drug repurposing target for ALS [60]. Considering a possible protective role of optineurin deficiency, inhibiting the TBK1–optineurin axis may benefit disease contexts or stages with TBK1 hyperactivity. However, because TBK1 loss-of-function mutations cause familial ALS/FTD [44,61,62], use of such modulators should be guided by patient genotype and disease stage and supported by validation in cellular and animal models.

While our study provides a comprehensive transcriptomic analysis of optineurin function in microglia, limitations should be noted. The analyses were conducted in the BV2 microglial cell line, which, despite its utility and reproducibility, differs from primary microglia. Furthermore, transcript-level changes do not always correlate with protein abundance or function, as shown in other microglial studies [63]. However, this study builds directly upon our prior mechanistic work in which we validated optineurin-dependent modulation of key signaling pathways, including TBK1/IRF3, and its impact on TDP-43 protein levels [34,36,37,38,49]. Accordingly, we consider the BV2 RNA-Seq results hypothesis-generating and will prioritize validation of the key inflammatory, cell cycle, and metabolic targets identified here via functional assays in relevant ALS/FTD models.

## 4. Materials and Methods

### 4.1. Generation of Optineurin Knockout Cells, Cell Culture and Treatments

The BV2 microglial cell line (a kind gift from Dr. J. Kriz; originally from ATCC) was maintained in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine, and antibiotic/antimycotic solution (10,000 U/mL penicillin, 10 mg/mL streptomycin, 25 µg/mL amphotericin B), hereafter referred to as complete DMEM. We previously generated optineurin knockout (KO) microglial BV2 cells by the CRISPR/Cas9 approach, targeting the third exon of the *Optn* gene with two gRNAs [38]. KO cells were selected with 2 μg/mL of puromycin (Carl Roth, Karlsruhe, Germany; Cat. No. 0240.2), based on the lowest concentration that resulted in 100% cell death in non-transfected controls. KO BV2 cells were maintained in complete DMEM with puromycin until seeding for the experiment. For this study, cells were seeded at 5 × 10^5^ cells per well in 6-well plates. After 24 h, CTRL and KO BV2 cells were either left untreated or stimulated with 2 µg/mL lipopolysaccharide (6000 EU/mL) (LPS; Sigma-Aldrich via Merck, Darmstadt, Germany; Cat. No. L4391) for an additional 24 h. Cells were then harvested for total RNA isolation for transcriptomic analysis. All four experimental conditions (CTRL, KO, LPS, KO_LPS) were prepared in biological triplicates, i.e., from three independent experiments.

### 4.2. RNA Isolation, Sequencing, and Transcriptomic Analysis

Total RNA was isolated using the RNeasy Mini Kit (QIAGEN, Venlo, Netherlands; Cat. No. 74104) according to the manufacturer’s instructions. RNA concentration and purity were assessed on a BioDrop Duo spectrophotometer; all samples had 260/280 and 260/230 ratios of ~2 and were deemed suitable for sequencing. mRNA library preparation (poly-A enrichment) and RNA sequencing were performed by Novogene (https://en.novogene.com/, accessed on 17 November 2024) on biological replicates from three independent experiments, as described above. RNA-seq analysis was performed using an Illumina NovaSeq 6000 instrument (Illumina, San Diego, CA, USA), generating 150 bp paired-end reads (PE150), with ~94–113 million read pairs per sample. Read quality was high, with ≥99.9% of bases achieving Q30 scores. The original raw data from Illumina were transformed into sequenced reads by CASAVA base recognition. Low-quality reads (>50% reads with nucleotide quality value ≤ 5 or >10% reads with uncertain nucleotides) or reads containing adapters were removed from the analysis. Clean reads were mapped to the reference Mus musculus genome (GRCm38.p6) using Hisat2 (v2.0.5), and featureCounts (v1.5.0-p3) was used to count the number of reads mapped to each gene [64,65]. Transcript assembly and novel transcript prediction were performed on the mapped reads of each sample assembled by StringTie (v1.3.3b) [66]. GSEA and overrepresentation analysis of Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were performed in RStudio (v2025.05.0.496) using R (v4.5.1). In particular, differential gene expression analysis was carried out using the DEseq2 package (v1.40.0) [67]. For overrepresentation analyses, genes were considered significantly differentially expressed if they had a Benjamini–Hochberg false discovery rate (FDR)-adjusted *p*-value (padj) < 0.05 and an absolute log_2_ fold change (|log_2_FC|) ≥ 0.5 [68]. Volcano plots, bar plots, heatmaps, and Venn diagrams were generated using the ggplot2 package (v3.5.2). Heatmaps were generated from variance-stabilized counts (DESeq2 vst), z-scored per gene and clustered unsupervised (rows and columns) by hierarchical clustering with Euclidean distance and complete linkage using R pheatmap. GSEA dotplots ranked terms by normalized enrichment score (NES); overrepresentation dotplots ranked by GeneRatio. Only curated gene symbols were labeled in the volcano plots and heatmaps (e.g., excluding Gm, LOC, Rik, ENS); volcano labels = top DEGs by |log_2_FC|, and heatmaps were ranked by −log_10_(padj) × |log_2_FC|. The ClusterProfiler package (v4.16.0) was used for overrepresentation analyses using GO terms and KEGG pathways, as well as GSEA of RNA-Seq data [69]. GO Biological Process (BP) terms were used to identify significantly affected transcriptional signatures. For GO overrepresentation analysis, DEGs were filtered by adjusted *p*-value < 0.05 and GeneRatio > 0.02. To assess shifts within specific biological processes, we used either keyword-filtered or manually curated GO BP terms. Genes associated with viral response, autophagy, innate immunity, and cell cycle regulation were extracted using broad GO term filters for the phrases “virus”, “autophagy”, “innate immune”, or “cell cycle”. Curated term sets were used for type I IFN and NF-κB. Specifically, we used 25 GO terms for IFN type I (including GO:0034340, response to type I interferon; GO:0035456, response to interferon-beta; and GO:0060340, positive regulation of type I interferon-mediated signaling pathway) and 17 for NF-κB (including GO:0007252, I-kappaB phosphorylation and GO:0043122, regulation of canonical NF-kappaB signaling); the full list is provided in Appendix A. In parallel with GO-based analysis, we also performed pathway enrichment using KEGG and Reactome databases. KEGG provides curated metabolic and signaling pathways, while Reactome offers expert-curated molecular interaction networks.

### 4.3. Literature-Based Identification of Potential Modulators

To identify potential chemical modulators that may target optineurin-mediated pathways, we searched for modulators of the TBK1–optineurin axis and of the selected dysregulated immune-related proteins from the KO_LPS vs. LPS comparison. We selected relevant DEGs from virus-, innate immunity-, and type I interferon-related pathways (*C1qa*, *Cx3cr1*, *Cxcl10*, *Cxcl5*, *Irf7*, *Isg15*, *Mmp12*, *Plscr1*, *Ddx58 (RIG-I)*, *Rsad2*, *Stat1*, *Usp18*; *Tomm70a*, *Nlrp3*, *Cxcl16*). We used the IUPHAR/BPS Guide to PHARMACOLOGY as a tool to identify approved drugs, inhibitors, and activators [70]. We used the SysWiz editor (version 3.0.4) for schematic representation [71]. SysWiz is a tool similar to ToxWiz [72], only augmented with curated information on ciliary diseases from the FP7 European Project Syscilia.org about human-validated relationships and by literature-derived relationships with human genes/proteins.

### 4.4. Data Availability

The raw and processed RNA-sequencing data generated for this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database. The data are accessible through the GEO Series accession number GSE307044.

### 4.5. Use of Generative AI

ChatGPT (OpenAI, San Francisco, CA, USA; versions GPT-4 and GPT-5) was used to assist with language editing and code assistance. All scientific content and interpretations were provided by the authors.

## 5. Conclusions

Our findings identified optineurin as a critical regulator of microglial immune programs under both homeostatic and inflammatory conditions. Optineurin loss resulted in broad transcriptomic alterations, affecting especially type I interferon, innate immune and cell cycle pathways. These insights contribute to the understanding of microglial biology and may have relevance for neurodegenerative diseases in which optineurin and microglial dysfunction are implicated.

## Figures and Tables

**Figure 1:**
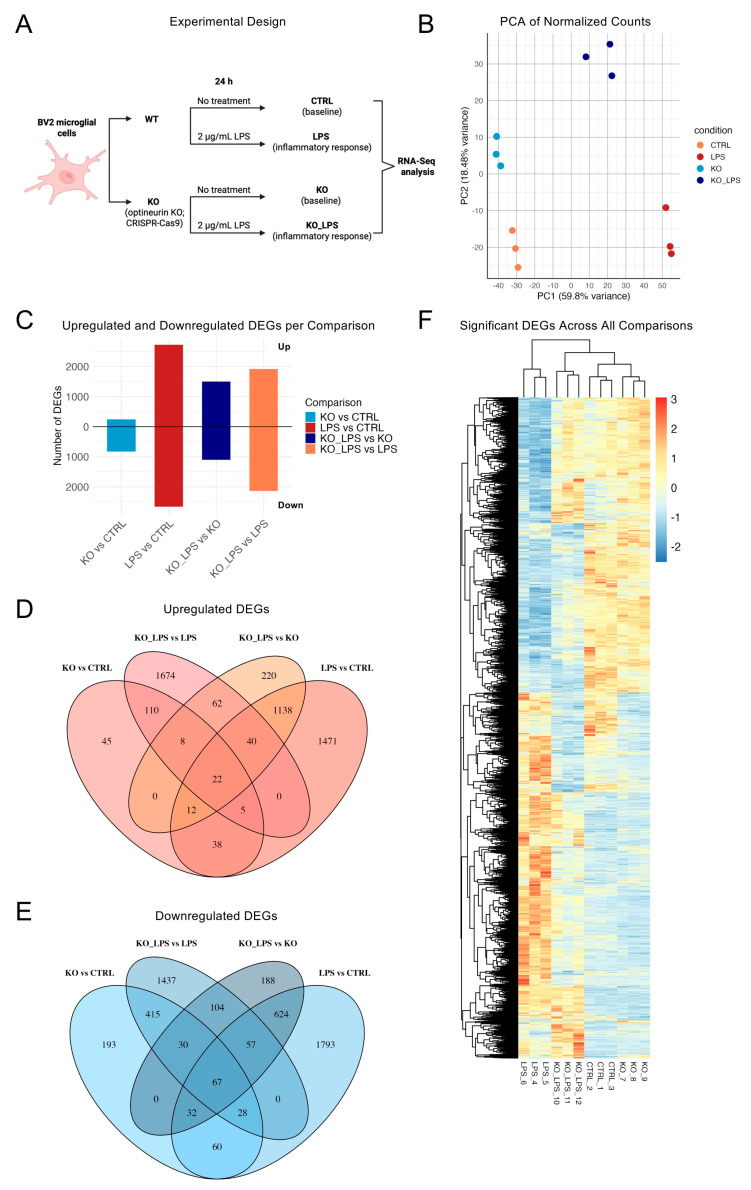
Optineurin loss and LPS induce distinct transcriptional programs in BV2 microglia. Differentially expressed genes (DEGs) were identified with DESeq2 (padj < 0.05, |log_2_FC| ≥ 0.5). (**A**) Schematic overview of the experimental design, showing the four conditions profiled by RNA-Seq: wild-type untreated control (CTRL), optineurin-knockout untreated (KO), wild-type + LPS (LPS), and optineurin-knockout + LPS (KO_LPS); created in BioRender. Munitić, I. (2025) https://BioRender.com/5l2stgi (accessed on 25 August 2025). (**B**) Principal component analysis (PCA) of variance-stabilized expression values from triplicate samples per condition. (**C**) Bar plot showing the number of significantly upregulated (positive *y*-axis) and downregulated (negative *y*-axis) DEGs for each pairwise comparison. (**D**,**E**) Venn diagrams show overlap of significantly upregulated (**D**, log_2_FC ≥ 0.5) and downregulated (**E**, log_2_FC ≤ –0.5) genes (padj < 0.05) across the indicated comparisons; directionality reflects labeled contrasts. (**F**) Unsupervised heatmap of the 7079 DEGs (padj < 0.05, |log_2_FC| ≥ 0.5) identified across all pairwise comparisons, with hierarchical clustering based on Euclidean distance of z-scored, variance-stabilized expression values.

**Figure 2:**
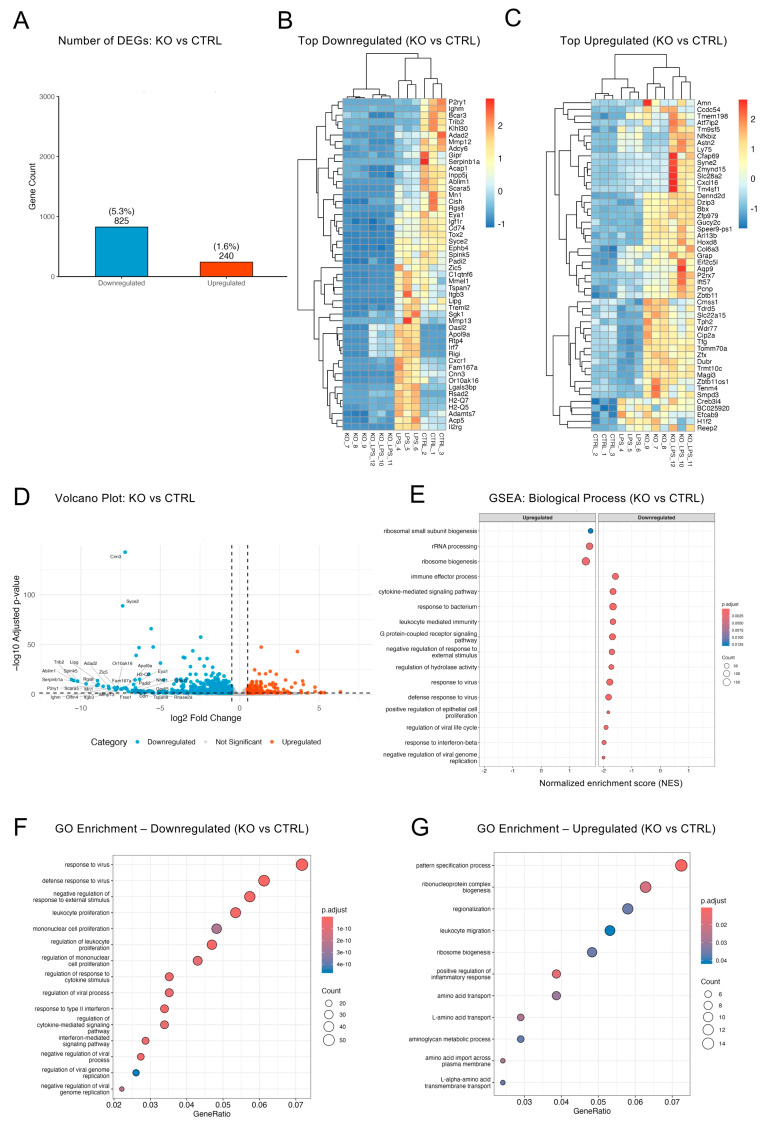
Optineurin sustained basal immune readiness while restraining growth-related transcriptional programs in BV2 microglia. (**A**) Bar plot showing the number and percentage of significantly up- and downregulated DEGs between KO and CTRL BV2 cells calculated using DESeq2 (padj < 0.05; log_2_FC ≥ 0.5). (**B**,**C**) Heatmaps of the top 50 most downregulated (**B**) and upregulated (**C**) genes in KO vs. CTRL, ranked by combined score (−log_10_[padj] × log_2_FC). Values are z-scored rlog-transformed counts; samples are clustered by Euclidean distance. (**D**) Volcano plot showing all DEGs in KO vs. CTRL ranked based on log_2_FC; top 50 DEGs are labeled. (**E**) GSEA bubble plot showing enriched GO Biological Processes based on pre-ranked log_2_FC values; *x*-axis = NES; color = padj; size = count; terms de-duplicated and capped at 16. (**F**,**G**) GO term enrichment analysis of significantly downregulated (**F**) and upregulated (**G**) genes. Dot size reflects GeneRatio; color indicates padj.

**Figure 3:**
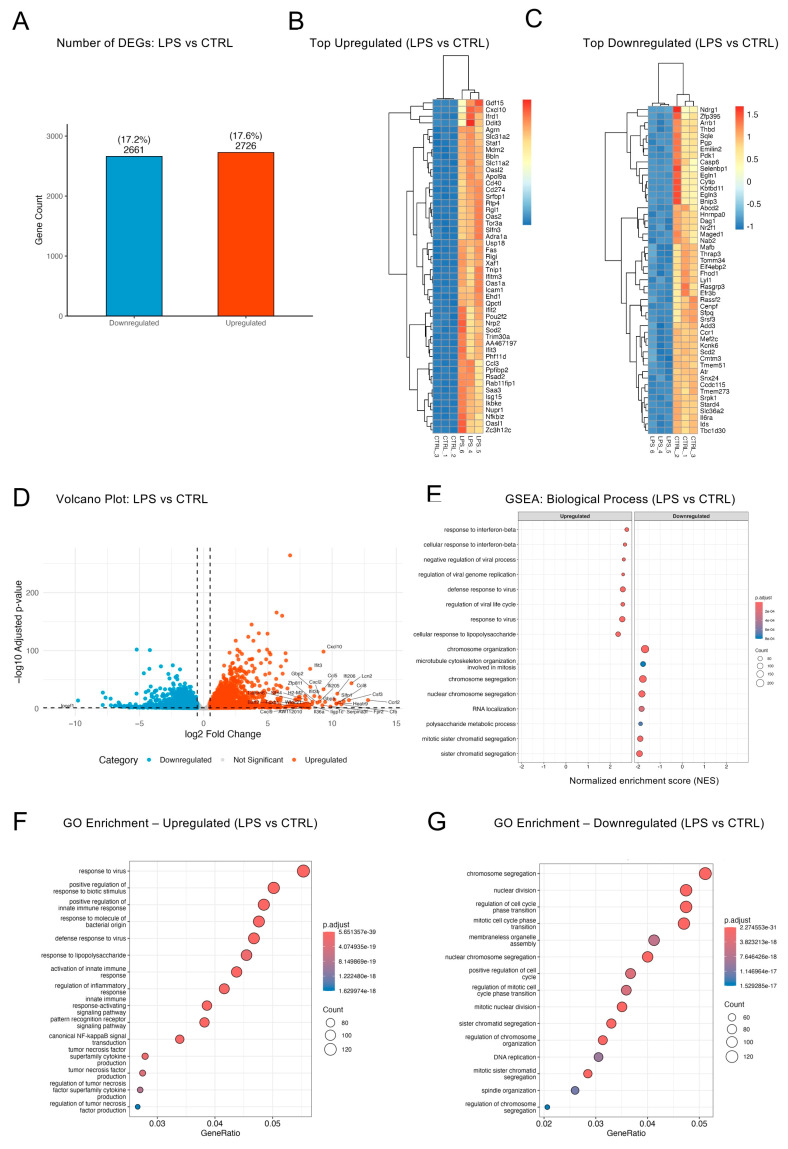
LPS reshaped a striking ~35% of the BV2 transcriptome. (**A**) Bar plot showing the number and percentage of DEGs in LPS vs. CTRL BV2 cells (padj < 0.05, |log_2_FC| ≥ 0.5). (**B**,**C**) Heatmaps of the top 50 most upregulated (**B**) and downregulated (**C**) genes in LPS vs. CTRL, ranked by combined score (−log_10_[padj] × |log_2_FC|). Rows represent genes; columns represent samples; values are z-scored variance-stabilized (rlog) counts. (**D**) Volcano plot shows significantly up- and downregulated DEGs ranked by log_2_FC, with top 50 DEGs labeled. (**E**) GSEA bubble plot (GO Biological Process) showing the top enriched terms in up- and downregulated genes. (**F**,**G**) GO overrepresentation dot plots; dot size = GeneRatio (query genes in term/term size). Only the top 15 enriched terms for upregulated (**F**) and downregulated (**G**) gene sets are displayed.

**Figure 4:**
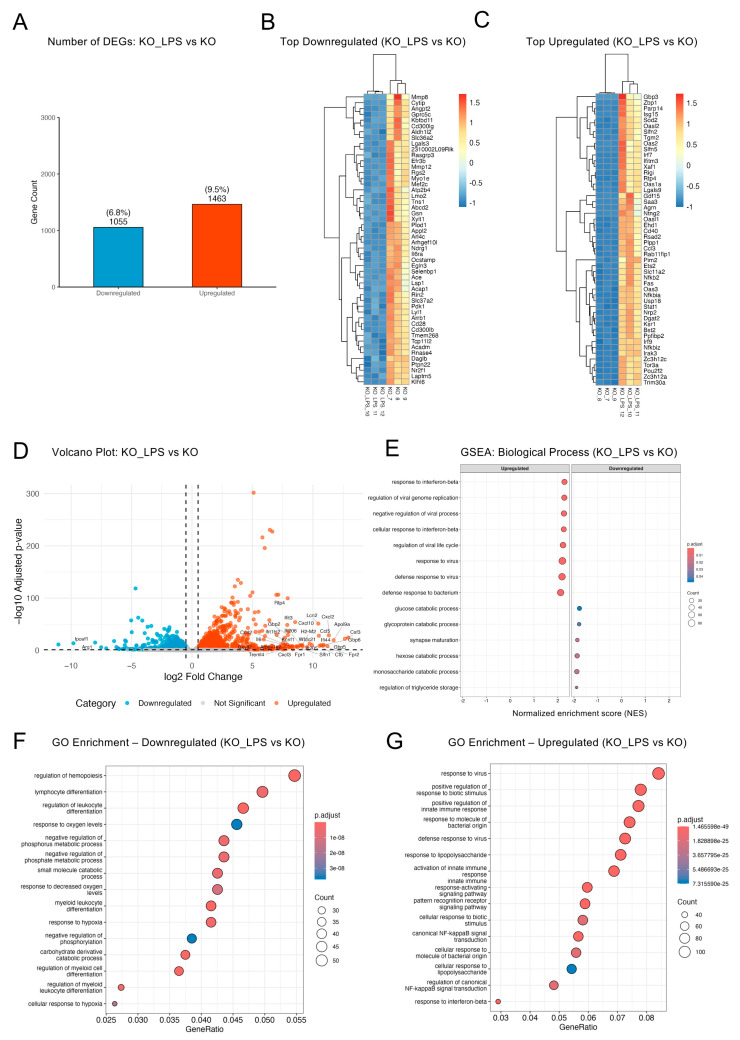
Optineurin loss reshaped the LPS-induced transcriptome by partially preserving immune activation but altering metabolic programs. (**A**) Bar plot showing significantly up- and downregulated genes in KO_LPS vs. KO (padj < 0.05; |log_2_FC| ≥ 0.5) using DESeq2. (**B**,**C**) Heatmaps of the top 50 downregulated (**B**) and upregulated (**C**) genes ranked by combined score (−log_10_[padj] × |log_2_FC|). Values are z-scored variance-stabilized (rlog) counts; samples and genes are hierarchically clustered. (**D**) Volcano plot shows significantly up- and downregulated DEGs ranked by log_2_FC, with top 50 DEGs labeled. (**E**) GSEA bubble plot (GO Biological Process) shows the top enriched pathways. (**F**,**G**) GO overrepresentation dot plots; dot size = GeneRatio (query genes in term/term size). Only the top 15 enriched terms for downregulated (**F**) and upregulated (**G**) gene sets are displayed.

**Figure 5:**
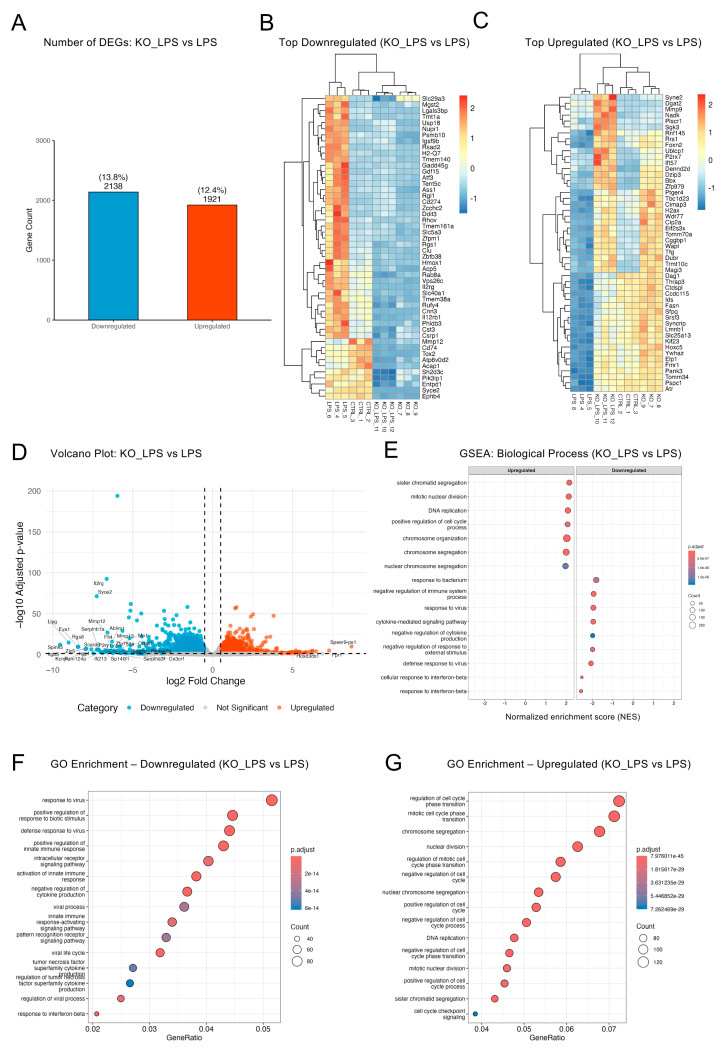
Optineurin influenced inflammatory and cell cycle gene regulation in response to LPS. (**A**) DEG counts for KO_LPS vs. LPS (padj < 0.05; |log_2_FC| ≥ 0.5); percentages and gene numbers are shown. (**B**,**C**) Heatmaps showing the top 50 most downregulated (**B**) and upregulated (**C**) genes; values are z-scored variance-stabilized (rlog) counts; samples and genes are hierarchically clustered. (**D**) Volcano plot shows significantly up- and downregulated DEGs ranked by log_2_FC, with top 50 DEGs labeled. (**E**) GSEA plot (GO Biological Process) highlights enriched pathways among up- and downregulated genes. (**F**,**G**) GO overrepresentation analyses of downregulated (**F**) and upregulated (**G**) gene sets. Only the top 15 enriched terms for downregulated (**F**) and upregulated (**G**) gene sets are displayed.

**Figure 6:**
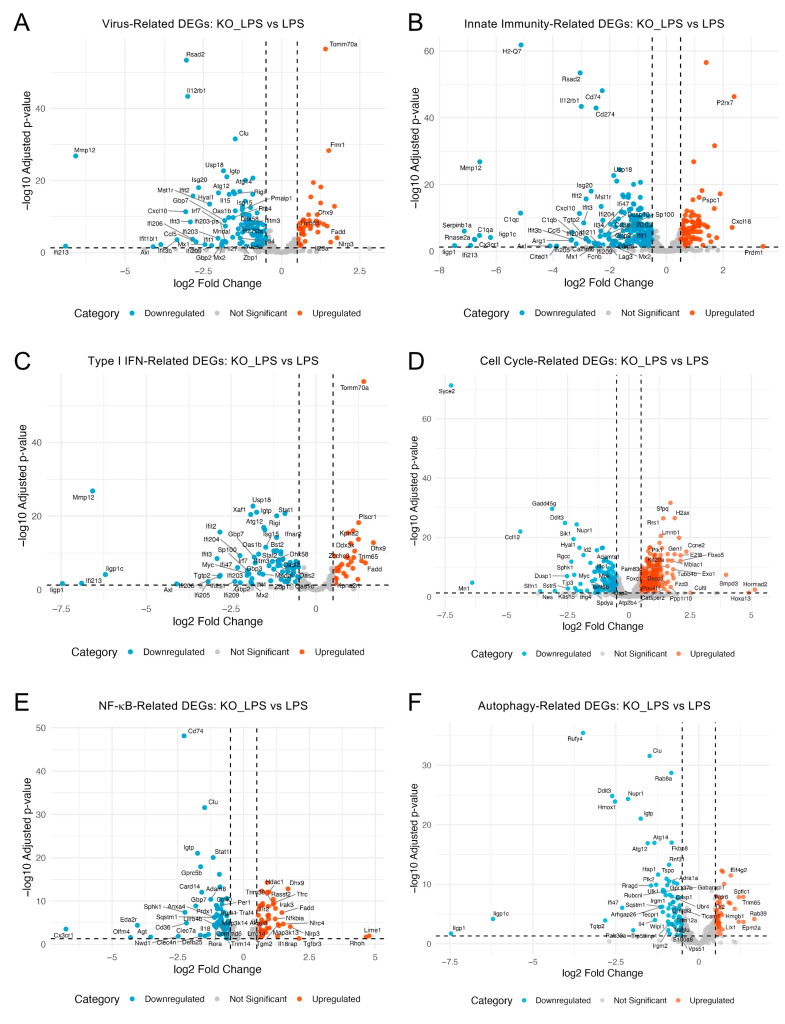
Targeted transcriptional profiling of functional gene sets in KO_LPS vs. LPS. (**A**–**F**) Volcano plots display differentially expressed genes from selected functional categories enriched in the KO_LPS vs. LPS comparison. Virus- (**A**), innate immunity- (**B**), type I interferon- (**C**), cell cycle- (**D**), NF-κB- (**E**), and autophagy-related (**F**) DEGs are shown. Gene sets were defined based on GO BP terms. Top 50 DEGs (padj < 0.05), ranked by log2fc are labeled.

## Data Availability

The original contributions presented in this study are included in the article/Supplementary Materials. Further inquiries can be directed to the corresponding authors.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms262110453/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

ALS	Amyotrophic Lateral Sclerosis
ATCC	American Type Culture Collection
BV2	BV2 Microglial Cell Line
CNS	Central Nervous System
Cas9	CRISPR-associated Protein 9
CRISPR	Clustered Regularly Interspaced Short Palindromic Repeats
CTRL	Control (Wild Type, Untreated)
DEG	Differentially Expressed Gene
DESeq2	Differential Expression analysis using Sequencing, version 2
DMEM	Dulbecco’s Modified Eagle Medium
FBS	Fetal Bovine Serum
FTD	Frontotemporal Dementia
GEO	Gene Expression Omnibus
GO	Gene Ontology
GSEA	Gene Set Enrichment Analysis
IFN	Interferon
IFNAR	Interferon α/β receptor
IRF	Interferon Regulatory Factor
ISG	Interferon-Stimulated Gene
KEGG	Kyoto Encyclopedia of Genes and Genomes
KO	Knockout
KO_LPS	Optineurin Knockout + LPS
LPS	Lipopolysaccharide
NFκB	Nuclear Factor Kappa Light Chain Enhancer of Activated B Cells
NRF2	Nuclear factor erythroid 2-related factor 2
PCA	Principal Component Analysis
RNA-Seq	RNA Sequencing
TBK1	TANK binding kinase 1
TF	Transcription Factor (used in Section 2.5 and Section 2.6).
TLR4	Toll-Like Receptor 4
WT	Wild Type

## Appendix A

### Curated GO Terms for Targeted Pathway Analysis

Type I Interferon GO Terms Used for Targeted Gene Set Extraction:

GO:0004905 (type I interferon receptor activity), GO:0005132 (type I interferon receptor binding), GO:0019962 (type I interferon binding), GO:0032479 (regulation of type I interferon production), GO:0032480 (negative regulation of type I interferon production), GO:0032481 (positive regulation of type I interferon production), GO:0032606 (type I interferon production), GO:0032607 (interferon-alpha production), GO:0032608 (interferon-beta production), GO:0032647 (regulation of interferon-alpha production), GO:0032648 (regulation of interferon-beta production), GO:0032687 (negative regulation of interferon-alpha production), GO:0032688 (negative regulation of interferon-beta production), GO:0032727 (positive regulation of interferon-alpha production), GO:0032728 (positive regulation of interferon-beta production), GO:0034340 (response to type I interferon), GO:0035456 (response to interferon-beta), GO:0035457 (cellular response to interferon-alpha), GO:0035458 (cellular response to interferon-beta), GO:0038197 (type I interferon receptor complex), GO:0039502 (symbiont-mediated suppression of host type I interferon-mediated signaling pathway), GO:0060338 (regulation of type I interferon-mediated signaling pathway), GO:0060339 (negative regulation of type I interferon-mediated signaling pathway), GO:0060340 (positive regulation of type I interferon-mediated signaling pathway), GO:0071357 (cellular response to type I interferon).

NF-κB GO Terms Used for Targeted Gene Set Extraction: GO:0007252 (I-kappaB phosphorylation), GO:0033256 (I-kappaB/NF-kappaB complex), GO:0008384 (IkappaB kinase activity), GO:0008385 (IkappaB kinase complex), GO:0106137 (IkappaB kinase complex binding), GO:0051059 (NF-kappaB binding), GO:0071159 (NF-kappaB complex), GO:0035525 (NF-kappaB p50/p65 complex), GO:0007250 (activation of NF-kappaB-inducing kinase activity), GO:0007249 (canonical NF-kappaB signal transduction), GO:0032088 (negative regulation of NF-kappaB transcription factor activity), GO:0043124 (negative regulation of canonical NF-kappaB signal transduction), GO:1903721 (positive regulation of I-kappaB phosphorylation), GO:0051092 (positive regulation of NF-kappaB transcription factor activity), GO:0043123 (positive regulation of canonical NF-kappaB signal transduction), GO:1903719 (regulation of I-kappaB phosphorylation), GO:0043122 (regulation of canonical NF-kappaB signal transduction).

# Supplementary material for: Optineurin Shapes Basal and LPS-Induced Transcriptomes in BV2 Microglia
**Source:** Int J Mol Sci. 2025 Oct 28;26(21):10453. doi: 10.3390/ijms262110453

**Supplementary Figure 1.** Optineurin expression and summary of unique and shared DEGs across BV2 conditions.

(A) Optineurin (Optn) transcript counts across experimental conditions. Data are shown as normalized expression values from RNA-Seq. (B) Summary table quantifying total, unique, and shared DEGs per comparison, with numbers and percentages of up- and downregulated genes. Differential expression was determined using DESeq2 ( $\text{padj} < 0.05$ ,  $|\log_2\text{FC}| \geq 0.5$ ).

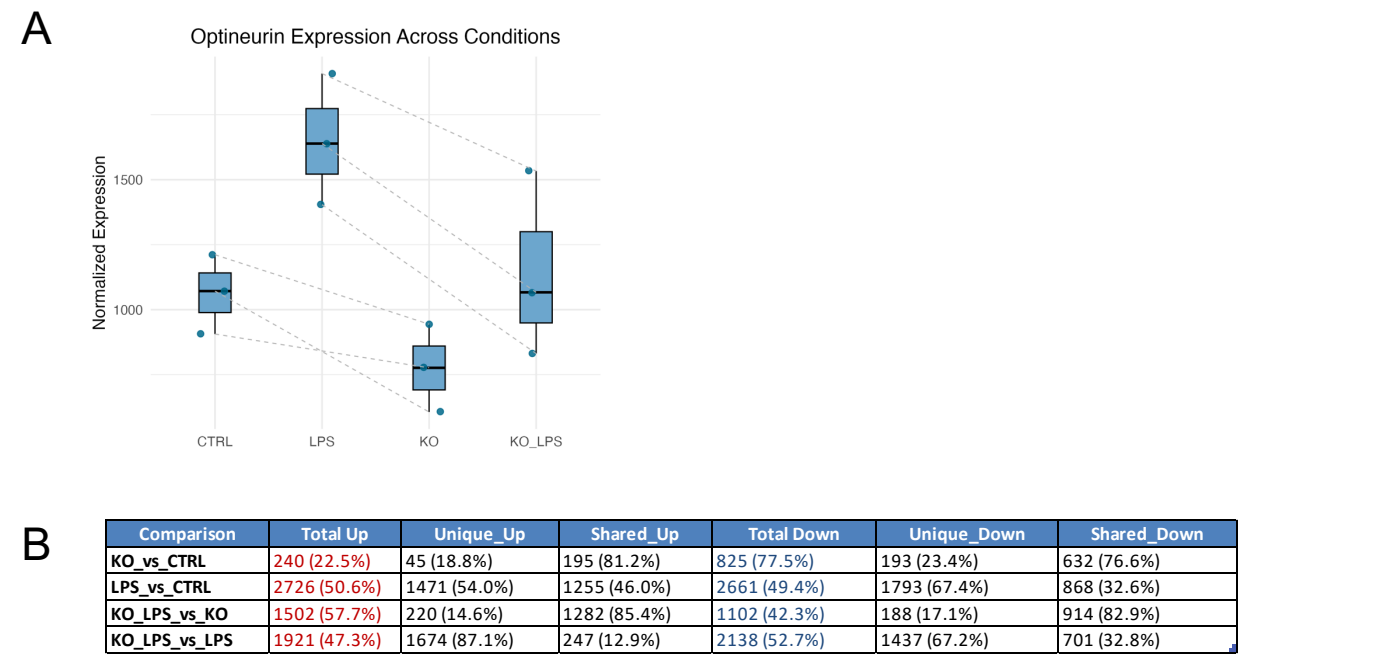

**Supplementary Figure 2.** KEGG pathway enrichment analysis of differentially expressed genes in KO vs CTRL.

Dot plots show pathways enriched among significantly downregulated (left) and upregulated (right) genes in optineurin KO versus wild-type BV2 cells ( $p_{adj} < 0.05$ ,  $|\log_2FC| \geq 0.5$ ).

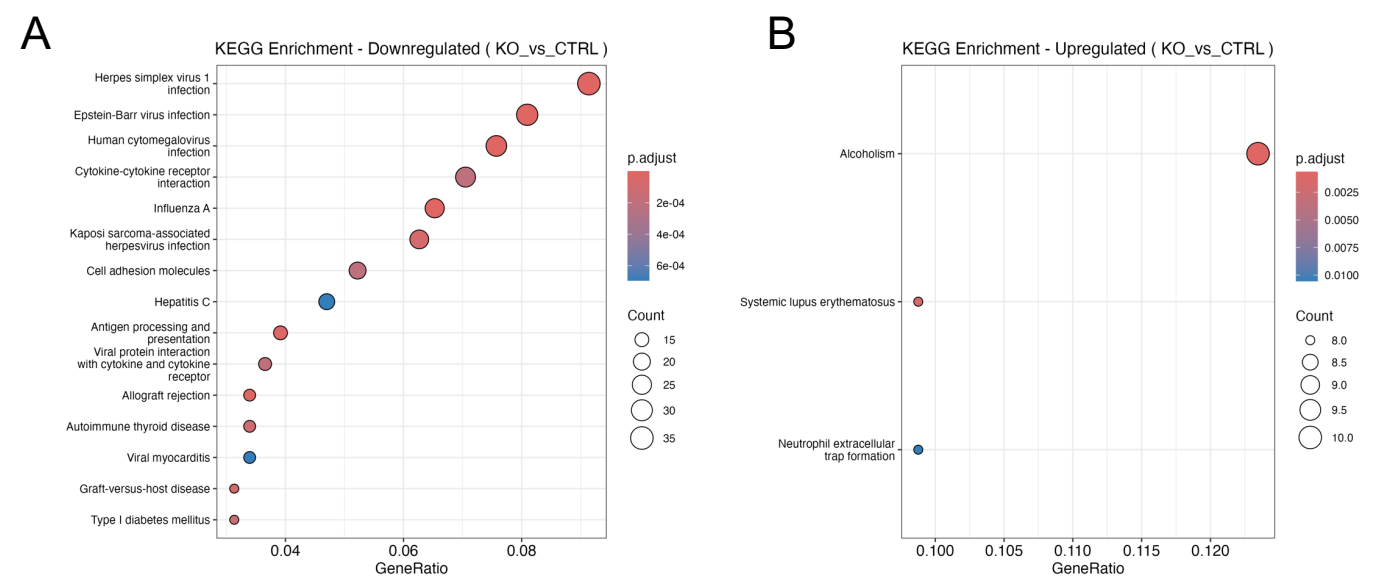

Supplementary Figure 3. GO enrichment of unique DEGs in LPS vs CTRL.

GO Biological Process enrichment analysis of unique DEGs identified in the LPS vs CTRL comparison ( $\text{padj} < 0.05$ ,  $|\log_2\text{FC}| \geq 0.5$ ). Dot plots show enriched GO terms with dot size indicating the number of DEGs in the term (count), and color corresponding to adjusted p-value ( $\text{padj}$ ). Top 10 up- and downregulated terms are shown.

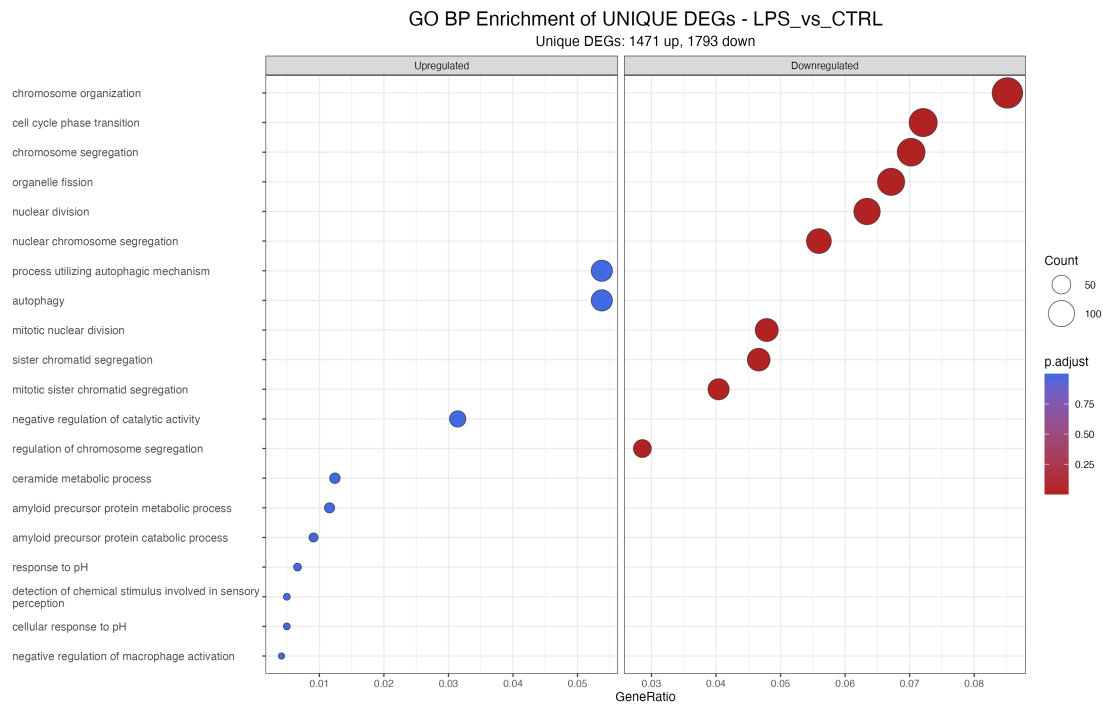

Supplementary Figure 4. GO enrichment of unique DEGs in KO\_LPS vs KO.

GO Biological Process enrichment analysis of unique DEGs identified in the KO\_LPS vs KO comparison ( $\text{padj} < 0.05$ ,  $|\log_2\text{FC}| \geq 0.5$ ). Dot plots show enriched GO terms with dot size indicating the number of DEGs in the term (count), and color corresponding to adjusted p-value ( $\text{padj}$ ). Top 10 up- and downregulated terms are shown.

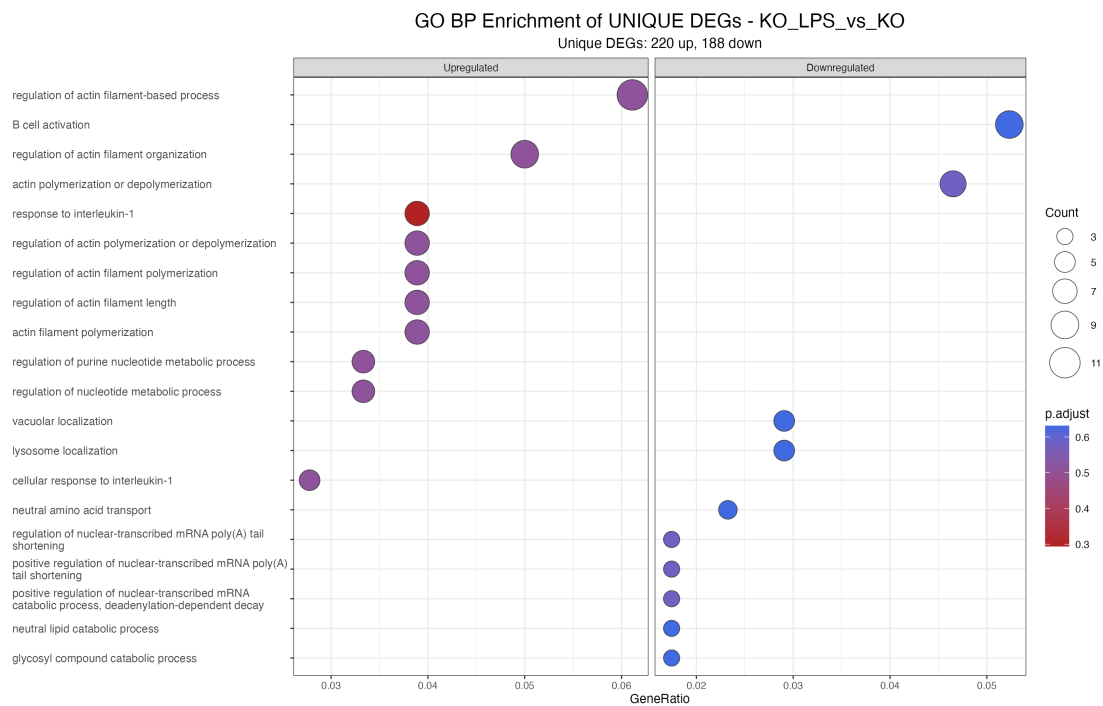

Supplementary Figure 5. Additional enrichment analyses for KO\_LPS vs LPS.

(A) GO Biological Process enrichment of shared DEGs between LPS vs CTRL and KO\_LPS vs LPS. (B) GO Biological Process enrichment of unique DEGs identified in KO\_LPS vs LPS. (C) Reactome enrichment analysis of unique upregulated DEGs in KO\_LPS vs LPS. (D-E) KEGG pathway enrichment analysis of all significantly downregulated (D) and upregulated (E) genes in KO\_LPS vs LPS. Dot size indicates the number of DEGs in the term; color corresponds to adjusted p-value (padj).

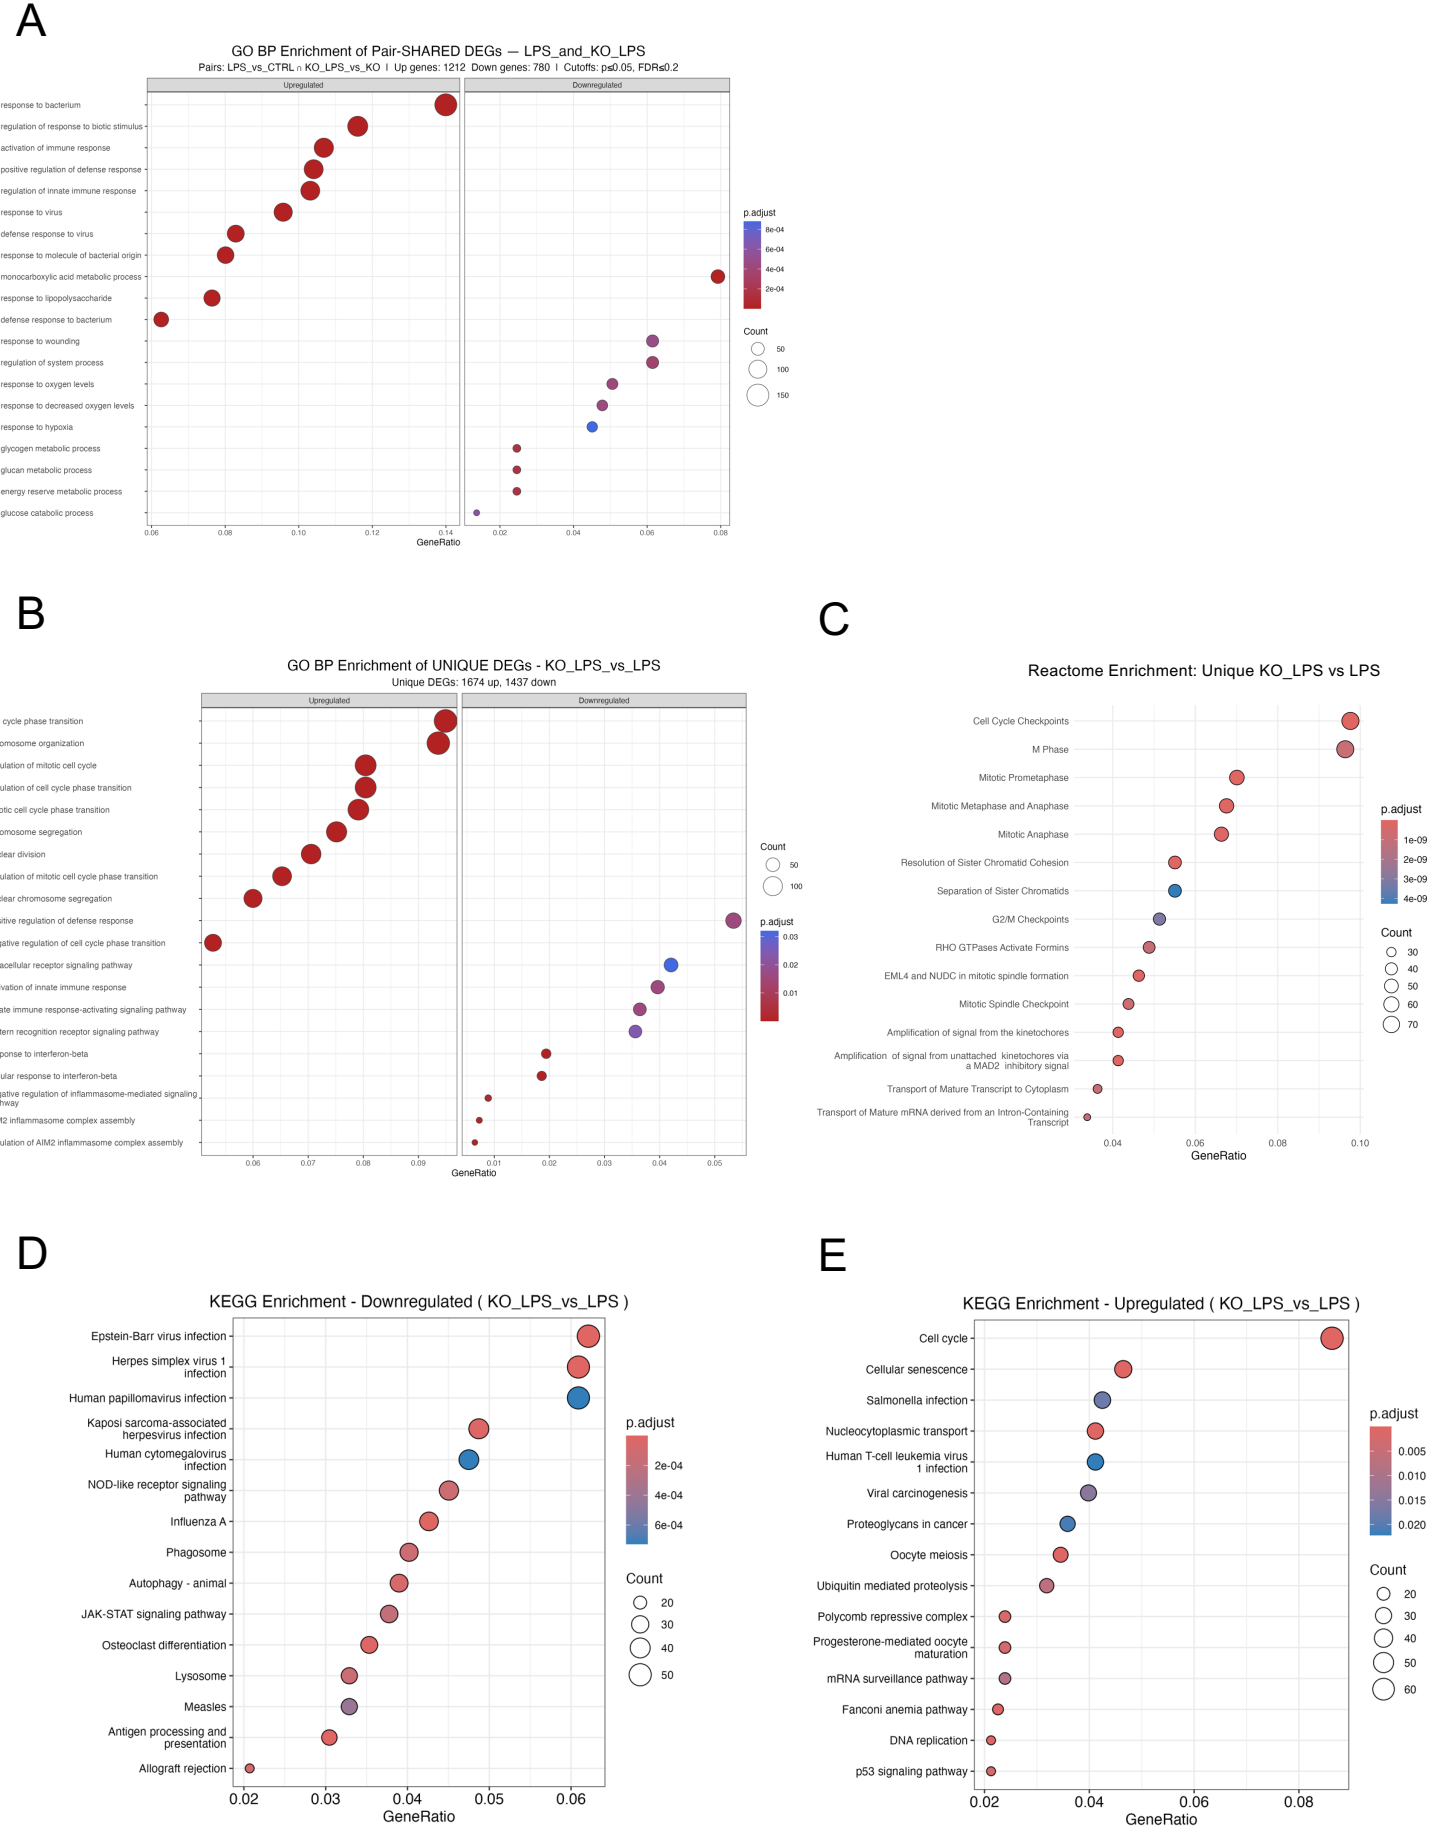

Supplementary Figure 6. Differential Regulation of Transcription Factors across key comparisons.

(A) Volcano plots of differentially expressed transcription factors (TFs) across three conditions: LPS vs CTRL (left), KO\_LPS vs KO (middle), KO\_LPS vs LPS (right) displaying log<sub>2</sub> fold change versus -log<sub>10</sub> adjusted p-value for all TFs (taken from AnimalTFDB), with significance thresholds of adjusted p-value < 0.05 and |log<sub>2</sub>FC| ≥ 0.5. The top 50 TFs by absolute log<sub>2</sub>FC are labeled. (B) Heatmaps showing z-scaled normalized expression (based on DESeq2 normalized counts) of the top 50 differentially expressed TFs for each comparison. Selection is based on combined ranking by adjusted p-value and absolute log<sub>2</sub> fold change.

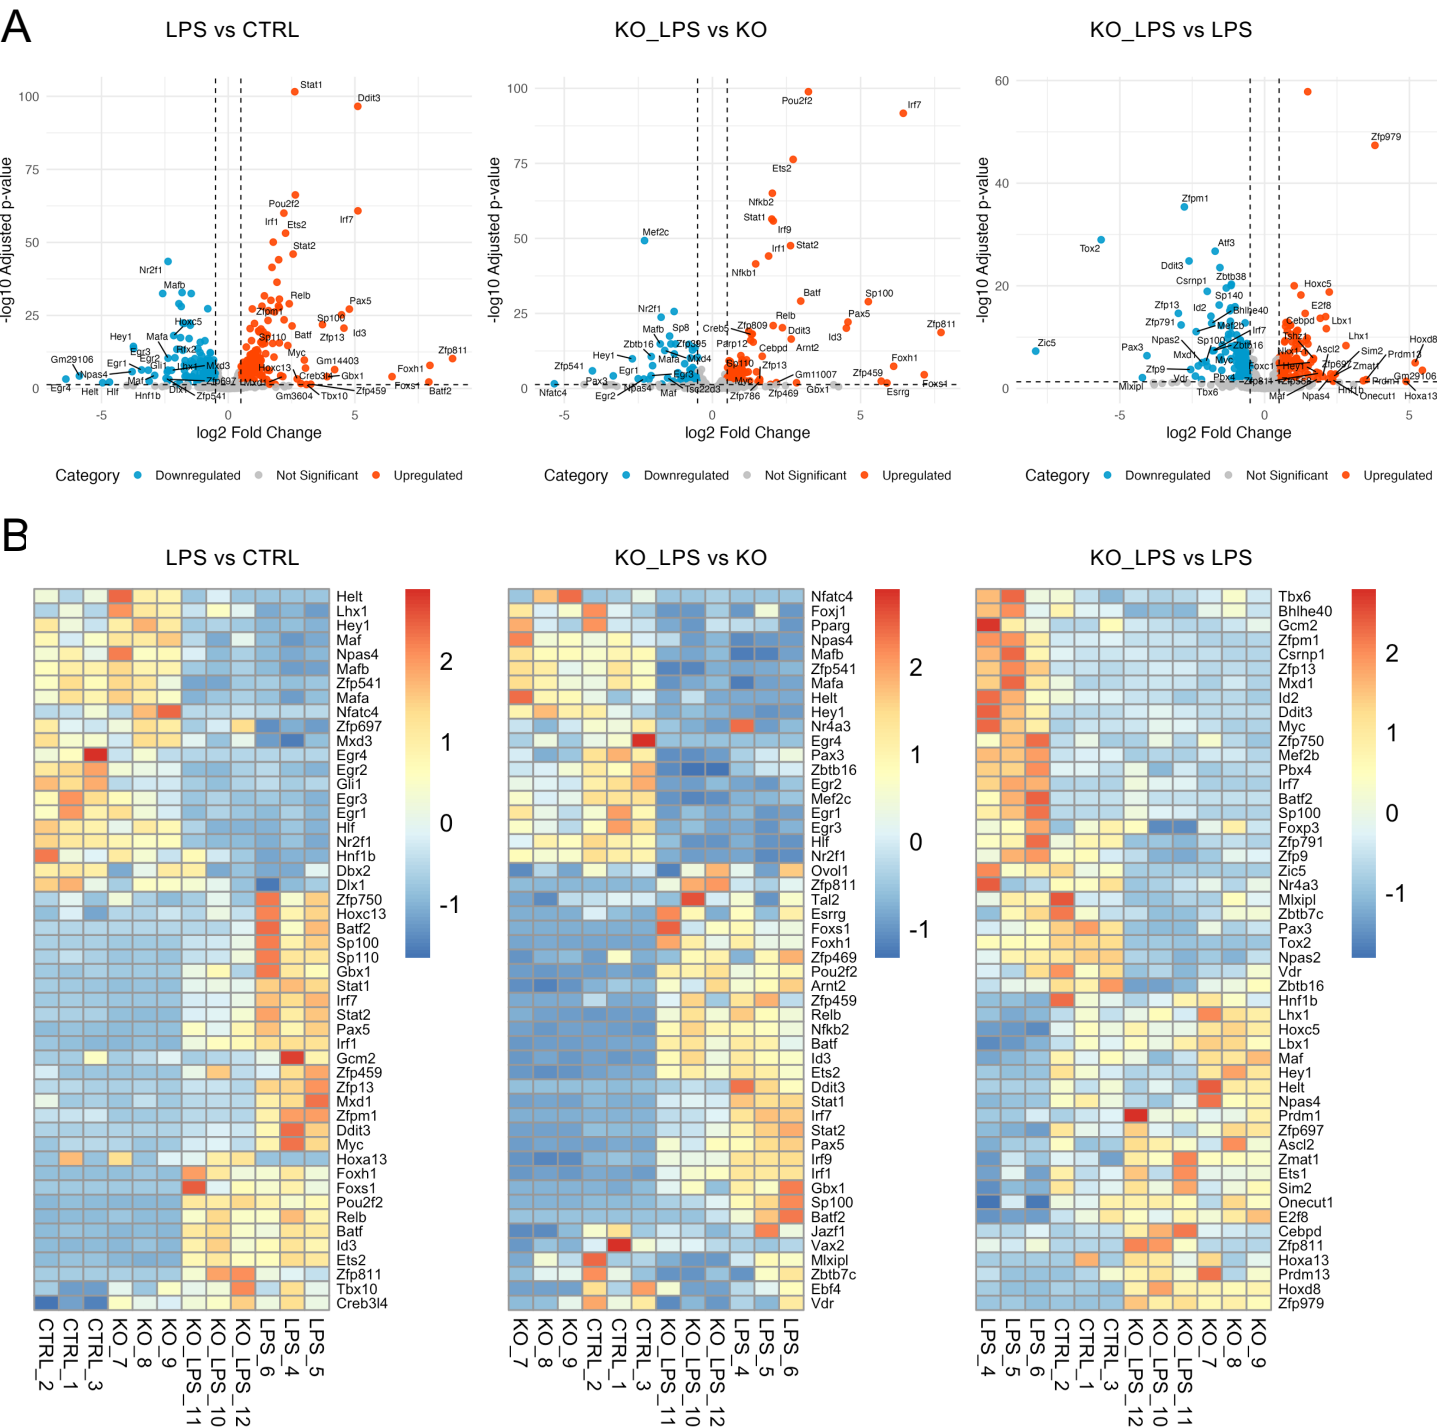

**Supplementary Figure 7.** Potential modulators of TBK1-optineurin-IRF3 axis.

A schematic representation of relationships among selected proteins and potential modulators was visualized by the SysWiz editor. Purple symbols indicate proteins/genes from the TBK1-optineurin-IRF3 axis and selected relevant DEGs from virus-, innate immunity-, and type I interferon-related pathways; remark: yellow hexagons indicate small molecule modulators; green hexagon indicates an approved drug, blue circles indicate recombinant peptide/protein modulators. Edges with arrowheads indicate activation/agonism, whereas edges with blunt bars indicate inhibition/antagonism. Proteins/modulators that could not be connected to any other molecule were omitted for clarity.

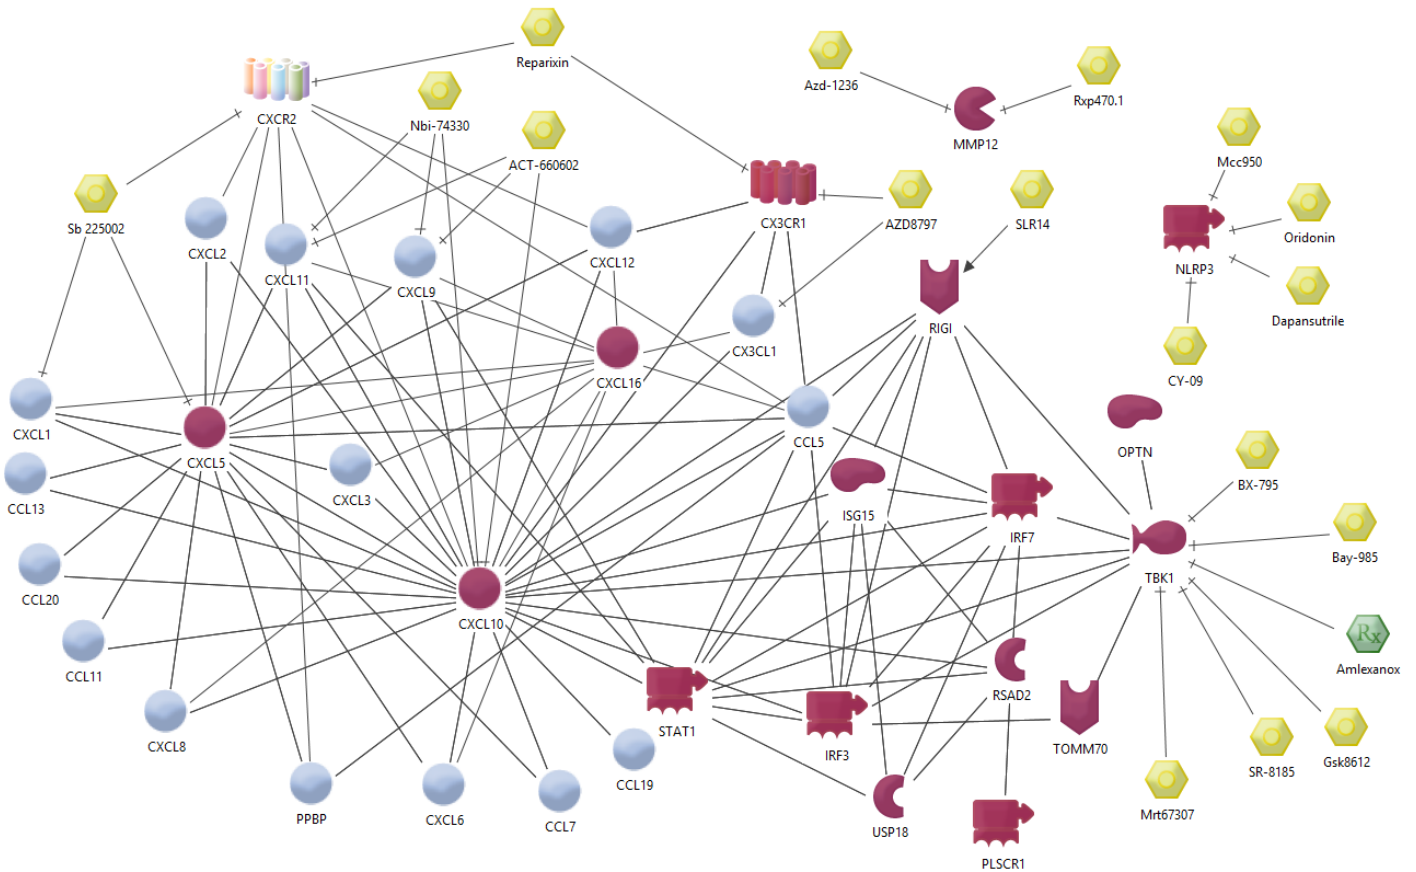

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

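The 12 RNA-Seq libraries of the article were used, 3 each from untreated BV2 cells (CTRL), BV2 cells after 24 h with 2 µg/mL of LPS (LPS), untreated optineurin KO cells (KO) and KO cells after the same LPS treatment (KO_LPS). The authors sequenced poly(A) libraries, mapped reads to GRCm38.p6 with Hisat2 v2.0.5, counted fragments per gene with featureCounts v1.5.0-p3 and tested them with DESeq2. The only processed table deposited by the authors gives FPKM for 55140 genes with their coordinates, length and biotype. Counts by the authors were not used here, and how the FPKM were computed is not stated in the article's text.

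Each FPKM value was multiplied by gene length, and all values of a library were checked to be whole multiples of 1 step (100% within 0.001 fragments), which gave fragment counts. The recovered counts, which are not values the authors deposited, summed to 37202708, 37451771 and 40488228 in CTRL replicates 1, 2 and 3, 36344507, 36480046 and 39590499 in LPS, 44815583, 44623027 and 39339199 in KO, and 37697230, 36698876 and 32131294 in KO_LPS. At these depths a group of 3 libraries with no fragments of a gene allows up to 3 fragments (95% confidence), the floor used for lower bounds, and counting intervals are 95% exact intervals. The deposited FPKM had been scaled between libraries, since median-of-ratios factors differed from 1 by at most 0.259%. Of the gene identifiers, 54409 were found in the reference names, 27 symbols that had turned into dates were restored by identifier, 608 genes had no symbol and 103 symbols were repeated.

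Values were analyzed as log2(FPKM + 0.1) of the FPKM the authors deposited, rescaled by 1 median-of-ratios factor per library. The filter kept genes with an FPKM of at least 0.1 in at least 3 libraries, 17550 genes. Fits used limma 3.58.1 in R 4.3.3 with a mean-variance trend and 1 mean per condition. The comparisons were KO vs. CTRL, LPS vs. CTRL, KO_LPS vs. KO, KO_LPS vs. LPS and the interaction, which is KO_LPS vs. KO less LPS vs. CTRL. A DEG had a p-value adjusted by the Benjamini-Hochberg method under 0.05 and an absolute log2 fold change of at least 0.5, as in the authors' analysis of their counts. The 7 gene lists were tested with camera of limma at a preset correlation of 0.01, two-sided, with adjustment over 35 tests, and with fry and an estimated correlation beside it. They cover interferon-stimulated genes, NF-κB targets, ribosome biogenesis, autophagy, glycolysis and hypoxia response, S phase and G2/M phase, and stand in for the GO terms of the article, for which no database was at hand. Reactome lists came with fgsea 1.28.0. Values of 1 gene and distances were compared with exact permutation tests, and overlaps and chromosome shares with Fisher's exact test.

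The genes given by name are those the article names for a comparison and, per comparison and for the interaction, the 5 largest increases and decreases among DEGs with a mean FPKM of at least 1, a gene symbol of the kind the article labels and, except for the interaction, no overlap between the libraries of the groups. Of the 79 pairs of gene and comparison from the article, 70 were DEGs and 4 were not tested, and the second part of the rule gave 50 pairs of 38 genes. Values in the article's supplementary tables had been seen when this rule was set. The comparisons, lists, named-gene rule and alternatives, and the tests of genes, lists, distances and chromosome shares, were set before the expression file was examined. The tests of overlaps and those named in the later parts as chosen after the results were seen were not. The alternatives were pseudocounts of 0.01 and 1, no filter and a filter of 1 FPKM, no rescaling, quantile normalization, limma without trend or with robust estimation, fits of only the groups compared, voom on recovered fragments, replicate number as a block, no fold change threshold, the 500 most variable genes, Reactome lists, other set tests and leaving out each of the 12 libraries. The analysis was tested on simulated data with known changes. Of the article's supplementary tables, Table S1 could be read in full and Tables S2, S3 and S4 only in their first 1999 of 5387, 2518 and 4059 genes. GO, KEGG and GSEA results were not recomputed, and strand use in the counting, read quality and DNA copy number could not be examined from FPKM.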

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

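The tests of shuffled gene order, gene length and level, scaling, segment loss, depth, a shared factor and regrouped libraries were chosen only after the results were seen, as was the limit on the length of stretches.

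The effect of LPS differed between KO and WT cells by a test of the difference itself for 366 genes with a higher and 375 with a lower response in KO cells. A difference in depth does not explain this count, since thinning every library to the lowest depth left 704 such genes, and 677 of these were among the 741, in the same direction. A shift of all genes by 1 factor, because a few genes take most of the fragments, is argued against as the whole cause. Scaling by library totals, which lets such a factor in, moved the interaction of all genes by 0.17 (0.15 to 0.19 with 1 library left out), under the fold change threshold of 0.5, and 630 of the 741 genes were still past the thresholds in the same direction. The balance of directions depended on this scaling, with 899 positive and 265 negative genes by library totals, so it decides nothing about the factor. The 10 most abundant genes took 6.49% to 10.4% of the fragments of a library. Before this, 2 other tests of the factor were set aside after their values had been seen. The first used the share of interaction genes that LPS changed the opposite way in WT cells, 83.3% of the positive and 82.4% of the negative genes, where libraries simulated with no genotype effect gave 81.9% and 82.9%, and the second the balance of directions. Chance is argued against for the count by regrouping genotype within treatment after removal of the average effects of both. There, 2 of 100 groupings gave as many genes, the real one with 731 and another with 1065. This test was added after a first without the removal, in which 8 of 100 groupings gave as many. The other 7 of these kept the LPS and KO_LPS libraries apart, so that the genotype effect itself counted as interaction, and the first test decides nothing. The counts also ranged from 63 positive and 108 negative without CTRL replicate 3 to 972 and 761 without LPS replicate 3. The loss of optineurin, puromycin selection and other differences between the cultures go with the genotype and were not separated, so no explanation was tested that would single out optineurin.

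Mean responses of 5 lists differed between KO and WT cells by camera, by −0.52 for interferon-stimulated genes, 0.13 for ribosome biogenesis, −0.28 for autophagy, 0.55 for S phase and 0.67 for G2/M phase. As many lists were called in 43 of 100 regroupings after removal of the average effects, and in 54 of 100 without it, so chance is not excluded for their number. For single lists, after this removal, a mean as far from 0 came up in 1 of 100 groupings for G2/M phase, 3 for autophagy, 5 for S phase, 12 for interferon-stimulated genes and 32 for ribosome biogenesis, the real one included. Without that removal it came up in 9 of 100 for G2/M phase, 8 for autophagy, 20 for S phase, 59 for interferon-stimulated genes and 59 for ribosome biogenesis, but the genotype effect counts as interaction there, so these values decide nothing. With each list taken alone, this argues against chance for G2/M phase and, less strongly, for autophagy, and not for the other 3 lists. The shares were not adjusted over the lists, so chance is not excluded for any of them. The adjusted p by fry was 0.013 for G2/M phase, 0.017 for autophagy, 0.082 for S phase, 0.32 for interferon-stimulated genes and 0.46 for ribosome biogenesis. At equal depth the lists were not tested again. A weaker fall of G2/M phase genes after LPS in KO cells is a candidate explanation that these values leave open, as a hypothesis found and tested on the same libraries, and whether it reflects cell division was not measured.

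Gene positions, which the paper does not analyze, showed 4 stretches shifted in KO cells, out of 8 found before a limit on length was set, with medians of −0.40 and −0.30 on chromosome 8 and of 0.44 and −0.41 on chromosome 16 in KO vs. CTRL, against 0.0045 over the genes outside. Each of the KO and KO_LPS libraries lay on the shifted side of every CTRL and LPS library in all 4 stretches. Chance order is argued against, since the longest run of shifted windows was 91 and the longest in 100 shuffles was 28, and 13 runs of at least 10 windows stood against at most 4 in a shuffle. For the raised stretch of chromosome 16, gene length and level do not explain the shift, since genes elsewhere matched on both had a median of −0.0072. Library scaling does not explain it either, since quantile normalization left a median of 0.50.

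A gain of a segment of chromosome 16 in the KO cells is consistent with the raised stretch. Its genes that were no DEGs in KO vs. CTRL had a median of 0.42 in KO_LPS vs. LPS, above all 2927 blocks of as many genes on other chromosomes, of which the highest was 0.34. A loss of segments of chromosome 8 is consistent with both lowered stretches there. Such genes had a median of −0.48 in the first, below all 2642 blocks, of which the lowest was −0.23, and of −0.29 in the second, below all 2168 blocks, of which the lowest was −0.16. For the lowered stretch of chromosome 16 the median was −0.31, and 0.880% of blocks elsewhere lay as far in KO_LPS vs. LPS though none did in KO vs. CTRL, so a loss there and a regional change of expression cannot be told apart. Gains and losses remain hypotheses, since DNA was not measured, and whether such changes arose by editing, selection or culture was not tested.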

How the results depend on the processing

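All alternatives were planned, none was added later, and unless a construction is named the cause was not tested. Over alternatives and left-out libraries, 1678 values of the main results kept their direction and side of the threshold, or moved less than the replicates or by under 1.5 times for counts, 69 became weaker, 12 stronger, 94 moved and 1 reversed. Of these, leaving out a library gave 837, 24, 7, 56 and 0. For named genes and Reactome lists, 3386 were the same, 142 weaker, 30 stronger and 0 reversed.

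The direction of every DEG shared with an alternative that kept all libraries was the same. Of the 543 DEGs of KO vs. CTRL, voom kept 507, the pseudocount of 1 kept 386, no filter kept 434 and the filter of 1 FPKM kept 443. The number up in KO vs. CTRL was 182 with no fold change threshold, by construction, against 116. Quantile normalization moved the share of DEGs up from 21.4% to 27.0% in KO vs. CTRL, from 50.9% to 44.2% in LPS vs. CTRL, from 58.5% to 51.6% in KO_LPS vs. KO and from 47.7% to 53.3% in KO_LPS vs. LPS.

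The pseudocount sets the scale of distances, so these moved by construction. With 0.01 the distance from CTRL of KO was 154.7, the distance from CTRL of KO_LPS 197.0 and the distance from CTRL of LPS 212.8, PC1 held 28.9%, the slope of the WT on the KO response was 0.85 and the interferon list changed by −0.34 in the interaction, no longer past the threshold. With 1 they were 41.8, 72.9 and 88.7, PC1 held 56.1% and the slope was 1.02. The filter of 1 FPKM gave distances of 62.1, 101.3 and 116.7 and a PC1 share of 52.3%, and the 500 most variable genes gave 43.0, 71.8 and 77.9 and 53.0%, both with fewer genes. With no filter the distances were 94.99 for KO and 148.8 for LPS, there were 236 positive interaction genes against 366, and Optn in LPS vs. CTRL (0.62) was not past the threshold.

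Without the trend, limma called 161 positive and 205 negative interaction genes against 366 and 375, and Optn in LPS vs. CTRL (0.62) was not past the threshold. Under voom there were 557 positive interaction genes, 34 genes up unique to KO vs. CTRL against 17, a slope of 0.88, a distance from CTRL of KO of 134.3, a distance from CTRL of KO_LPS of 177.0 and a distance from CTRL of LPS of 189.5. Optn in KO_LPS vs. LPS, at −0.56, passed the threshold under voom, and the interferon list in the interaction, at −0.28, did not. Quantile normalization gave 26 genes up unique to KO vs. CTRL, 3 Reactome lists in KO vs. CTRL against 6, a glycolysis interaction of 0.28 that passed the threshold, and an excess of genes down on chromosome 16 of 2.58 percentage points that did not. A fit of only the groups compared gave 60 up and 125 down unique to KO vs. CTRL against 17 and 75, 1062 up unique to KO_LPS vs. LPS against 1602, and an excess on chromosome 16 of 2.00 percentage points, not past the threshold. KO_LPS vs. LPS in place of KO vs. CTRL gave an excess there of 0.19 points, not past the threshold. A fit of only the groups compared gives no interaction, so that alternative has no value for it.

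Replicate numbers were not taken to pair libraries, since the paper names 3 independent experiments but not which library came from which, and 2 of 18 correlations between libraries of the same number were over 0.1, in a range of −0.0050 to 0.146. A shared deviation is not excluded, since 17 of the 18 were above 0 and PC3 ordered the 3 numbers alike in all 4 conditions. The regroupings of libraries took no account of the number. With the number as a block, there were 589 interaction genes positive, 603 interaction genes negative and 28 genes up unique to KO vs. CTRL, and Optn passed the threshold in KO_LPS vs. KO (0.53) and KO_LPS vs. LPS (−0.55).

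With fry in place of camera, these list means no longer passed the threshold: 0.22 for ribosome biogenesis, −0.29 for glycolysis and 0.21 for S phase in KO vs. CTRL, −0.24 for ribosome biogenesis in LPS vs. CTRL, −0.10 for ribosome biogenesis and −0.15 for G2/M phase in KO_LPS vs. KO, and −0.52 for interferon-stimulated genes, 0.13 for ribosome biogenesis and 0.55 for S phase in the interaction. The same held with the estimated correlation, and also for −1.09 for interferon-stimulated genes in KO vs. CTRL, for 3.64 for these, 0.21 for autophagy, −1.13 for glycolysis, −0.56 for S phase and −0.81 for G2/M phase in LPS vs. CTRL, and for −0.96 for glycolysis in KO_LPS vs. KO. In KO_LPS vs. LPS it held for −1.60 for interferon-stimulated genes, 0.35 for ribosome biogenesis, −0.28 for autophagy, 0.76 for S phase and 0.72 for G2/M phase, and in the interaction for −0.28 for autophagy and 0.67 for G2/M phase. Reactome lists in place of the fixed ones gave 0.034 for S phase in KO vs. CTRL, 0.22 for NF-κB targets in LPS vs. CTRL, 0.29 for these and −0.013 for G2/M phase in KO_LPS vs. KO, and −0.17 for interferon-stimulated genes and 0.12 for S phase in the interaction, none past the threshold. They gave 0.058 for G2/M phase in KO vs. CTRL, past the threshold, and for S phase in LPS vs. CTRL 0.0064, a reversed sign. Ribosome biogenesis and autophagy have no Reactome counterpart here.

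Leaving out 1 library leaves a condition with 2, whose spread is pooled with the other conditions. The numbers of DEGs up and DEGs down in KO vs. CTRL then ranged from 68 to 147 up and from 232 to 475 down, with 68 and 232 without CTRL replicate 1, 239 down without CTRL replicate 2, 74 and 249 without KO replicate 2, and 72 and 246 without KO replicate 3. Positive interaction genes ranged from 63 to 972 and negative ones from 108 to 761. Unique to KO vs. CTRL were 7 to 31 up and 28 to 84 down, unique to KO_LPS vs. KO 102 to 224 up and 100 to 197 down, and shared only by KO vs. CTRL and KO_LPS vs. LPS 31 to 72 up and 134 to 259 down. The excess of genes down on chromosome 16 was 2.41 to 3.48 percentage points. Distances from CTRL were 86.1 to 91.8 for KO and 140.8 to 144.8 for LPS. Optn changed by 0.51 to 0.72 in LPS vs. CTRL, 0.29 to 0.73 in KO_LPS vs. KO and −0.78 to −0.35 in KO_LPS vs. LPS.

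In KO vs. CTRL the list means were −0.27 to −0.18 for NF-κB targets, past the threshold without KO replicate 1 (−0.27), −0.40 to −0.12 for glycolysis, not past it without CTRL replicate 2 (−0.12) or KO replicate 3 (−0.13), 0.081 to 0.33 for S phase, not past it without CTRL replicate 2 (0.097) or KO replicate 3 (0.081), and −0.039 to 0.16 for G2/M phase, past it without CTRL replicate 3 (0.14) or KO replicate 1 (0.16). In KO_LPS vs. KO they were −0.17 to −0.042 for ribosome biogenesis, not past it without KO replicate 3 (−0.050) or KO_LPS replicate 1 (−0.042), −0.13 to −0.034 for autophagy, past it without KO_LPS replicate 1 (−0.13), and −0.25 to −0.048 for the gene list cell cycle, G2/M phase in KO_LPS vs KO, not past it without KO replicate 3 (−0.048) or KO_LPS replicate 1 (−0.053). In the interaction they were 0.14 to 0.38 for NF-κB targets, past it without KO_LPS replicate 2 (0.38), and 0.068 to 0.19 for ribosome biogenesis, not past it without CTRL replicate 3 (0.080), LPS replicate 3 (0.094), KO replicate 1 (0.077) or KO_LPS replicate 2 (0.068). Reactome lists called numbered 2 to 7 in KO vs. CTRL, 3 to 5 in KO_LPS vs. KO and 2 to 5 in the interaction. Depth limits genes at or near 0, whose folds are lower bounds against 3 fragments over a group.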

Differences from the paper's values

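The paper reports 240 DEGs up, 825 DEGs down and 1065 DEGs in all for KO vs. CTRL, where the values here were 116, 427 and 543. Of the alternatives set before the data were examined, voom came within 1.5 times of all of the paper's 3 counts with 164, 551 and 715, and no fold change threshold of the number up with 182, and every other alternative differed. For DEGs, percent of genes, the paper gives 7% in KO vs. CTRL, where it was 3.09% here and at most 4.10%, with a filter of 1 FPKM, so every alternative differed.

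The paper gives 45 unique DEGs up and 193 unique DEGs down for KO vs. CTRL, where 17 and 75 were found. Fits of only the groups compared (60 up), voom (34) and the fit without KO_LPS replicate 3 (31) came within 1.5 times of the paper's number up, and the others did not. No alternative did for the number down, of which the highest was 125. The paper gives 110 genes up and 415 down as shared by KO vs. CTRL and KO_LPS vs. LPS alone, where 58 and 238 were found. Quantile normalization (74) and voom (83) came within 1.5 times of the paper's number up, and the replicate block (293) of the paper's number down, and every other alternative differed.

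The paper states 94 M to 113 M read pairs per sample, where 32.1 M to 44.8 M fragments on genes per library were recovered. Read pairs sequenced and fragments on genes are different counts, and no alternative bears on them. In all, 37 of 47 values of the paper's text lay within these limits. Of the log2 ratios of named genes in the supplementary tables, 51 of 51 passed their check, which for most meant lying within the larger error. For genes with no fragments in a group, the lower bound had only to be at most 1.5 times the paper's fold. That is a weaker check, which nearly any bound passes. Of the 1065 genes in the paper's Table S1, 1002 were tested here, 1001 had the same sign and 486 were DEGs in the same direction, or 647 under voom. Of Tables S2, S3 and S4 only the first 1999 of 5387, 2518 and 4059 genes could be read. The paper gives a different pair of counts for KO_LPS vs. KO in Sections 2.1 and 2.4, and the 1292 up and 916 down found here lay within 1.5 times of each.

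The paper places KO_LPS cells farthest from the other groups in its PCA. The mean distance to the other conditions was largest for LPS here, 122.7 against 103.9 for KO_LPS, and 118.9 against 98.8 in the plane of PC1 and PC2. It describes the genes most raised in KO vs. CTRL as more variable among KO replicates, where the median SD was 0.12 in KO and 0.20 in CTRL. It describes the genes most lowered by LPS as more variable than the genes most raised, where the SD across LPS replicates was 0.35 against 0.39. Their smaller fold change was found here too (−3.14 against 5.76). The paper's heatmaps show values z-scored per gene, whereas these SDs are on the unscaled log2 scale. Relative to a smaller fold change, a similar SD can look larger, so the SDs of neither item contradict the paper. For the top-ranked genes up in KO_LPS vs. LPS it places KO_LPS with LPS, where KO_LPS libraries were on average 14.1 from LPS and 7.24 from KO libraries, and for the top-ranked genes down it places KO_LPS near KO, as here (6.75). The paper's volcano plot reaches beyond −10 for KO vs. CTRL, where the lowest value was −6.44 on the log2(FPKM + 0.1) scale, which has a floor.

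The paper states that autophagy processes are enriched among DEGs unique to LPS vs. CTRL, where 8 of 53 autophagy genes were uniquely up, with 4.90 by chance (adjusted p = 0.35 by Fisher's exact test). It states a mixed response of autophagy genes in KO_LPS vs. LPS, where 11 were DEGs and all of these were down, while NF-κB targets were mixed here too, with 9 up and 8 down. The paper took its genes from GO terms, whereas the lists here are other, fixed sets of genes. The autophagy values therefore do not contradict the paper's statements.

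The paper states that Hoxc5, Atf3, Cebpd, Foxc1 and Hoxa13 change in KO_LPS vs. LPS alone. Foxc1 was a DEG there alone (1.37). Its log2 fold change was 0.85 in KO vs. CTRL (adjusted p = 0.13 from limma) and −0.67 in LPS vs. CTRL (adjusted p = 0.085 from limma), so a change elsewhere is not excluded. Hoxc5 (−1.90) and Atf3 (1.53) were DEGs in LPS vs. CTRL too and Cebpd (1.63) in KO_LPS vs. KO. Atf3 was lower in KO_LPS than in LPS (−1.67), and Hoxa13 was not tested. The paper lists Mx1 as lower in KO vs. CTRL, where its log2 fold change was −0.95 (adjusted p = 0.37 from limma) and no alternative called it. It names Cxcl5 and Cx3cr1 as lower in KO_LPS vs. LPS, where Cxcl5 was listed at 0 in both conditions and Cx3cr1, at least 19.3-fold lower, was not tested. Optn is listed as a DEG of KO_LPS vs. KO in the paper's Table S3, where its log2 fold change was 0.53 (adjusted p = 0.14 from limma), and the replicate block (adjusted p = 0.022) and the fit without KO_LPS replicate 2 (adjusted p = 0.047) called it, in a range of 0.022 to 0.43 over all alternatives.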

Other observations

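The tests on genes near 0, unedited cells, interferon genes and receptors, and the splits of libraries were chosen only after the results were seen.

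In KO and KO_LPS libraries 16 genes were at or near 0 (at most 3 fragments over the 6 libraries) while every CTRL and LPS library had at least 5, and 2 genes showed the opposite. These 18 genes stand against at most 1 in 100 random relabelings of genotype within treatment, and none lies in a shifted stretch of chromosome 8 or 16. A difference between the cultures that does not come from the loss of optineurin could produce such genes, and so could the loss itself. These cannot be told apart, because each genotype is represented by 1 culture, and no further explanation was tested.

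Optn mRNA was still detected in every KO library, which might reflect unedited cells in the bulk culture. A large share of such cells would bring in every abundant CTRL transcript, yet 5 of the 7347 genes with at least 5 FPKM in CTRL fell under 10% of the CTRL level in KO. Chosen after their values were seen, these were Syce2 at 0.589% of CTRL, Cnn3 at 0.687%, Lgals3bp at 1.24%, Cxcr1 at 7.94% and Acp5 at 9.07%, all below the share of Optn mRNA that remained. This speaks against unedited cells like those of CTRL, but Syce2 lies in a lowered stretch of chromosome 8, and the genes could have changed in the whole KO culture for another reason than the edit. Unedited cells and edited transcripts that persist therefore cannot be told apart as sources, because the values hold no measure of the edit.

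Interferon-stimulated genes were lower in KO than in CTRL, and the lowered stretches do not account for it, since the 71 list genes outside the stretches had a mean of −1.09. The receptor genes Ifnar1 and Ifnar2, with a mean log2 fold change of −0.63, lie in the lowered stretch of chromosome 16. Fewer copies of these receptor genes are a candidate explanation for lower basal interferon signaling, but copy number was not measured. This explanation cannot be told apart from an effect of optineurin, since the lower receptor expression and the edit occur in the same KO libraries. Il10rb and Ifngr2, also chosen after their values were seen, lie in the same stretch, with −0.44 and −0.79.

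Fewer DEGs after LPS in KO than in WT cells might follow from a larger spread between KO replicates. The main fit shares 1 spread per gene over all 12 libraries, so a larger KO spread would weigh on both comparisons alike. The median SD of the KO and KO_LPS libraries was 1.02 times that of the CTRL and LPS libraries, which in this fit does not test the explanation. Most genes up in KO_LPS vs. LPS were unique to that comparison, and 71.0% of these unique genes were down in LPS vs. CTRL. Keeping the directions apart in the Venn analysis is thus a candidate explanation for their number, since genes lowered by LPS in WT cells and less so in KO cells count as unique. Of the 1137 genes concerned, 1014 were not DEGs in KO_LPS vs. KO.

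With 3 libraries against 3 there are 10 splits, so the share of splits with a result as large cannot fall under 0.1, and this test could not have excluded chance and does not speak for it either. As many DEGs as in the real split came up in 1 of 10 splits, the real one, in KO vs. CTRL, LPS vs. CTRL, KO_LPS vs. KO and KO_LPS vs. LPS, where the largest other split gave 3, 2, 3 and 4 DEGs. As many gene lists were called by camera in 8 of 10 splits in KO vs. CTRL, 1 in LPS vs. CTRL, 8 in KO_LPS vs. KO and 6 in KO_LPS vs. LPS. No biological explanation was tested for these counts.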
